# The tumor suppressor miR-642a-5p targets Wilms Tumor 1 gene and cell-cycle progression in prostate cancer

**DOI:** 10.1038/s41598-021-97190-x

**Published:** 2021-09-09

**Authors:** Dianne J. Beveridge, Kirsty L. Richardson, Michael R. Epis, Rikki A. M. Brown, Lisa M. Stuart, Andrew J. Woo, Peter J. Leedman

**Keywords:** Prostate cancer, Drug development

## Abstract

RNA-based therapeutics are emerging as innovative options for cancer treatment, with microRNAs being attractive targets for therapy development. We previously implicated microRNA-642a-5p (miR-642a-5p) as a tumor suppressor in prostate cancer (PCa), and here we characterize its mode of action, using 22Rv1 PCa cells. In an in vivo xenograft tumor model, miR-642a-5p induced a significant decrease in tumor growth, compared to negative control. Using RNA-Sequencing, we identified gene targets of miR-642a-5p which were enriched for gene sets controlling cell cycle; downregulated genes included Wilms Tumor 1 gene (WT1), NUAK1, RASSF3 and SKP2; and upregulated genes included IGFBP3 and GPS2. Analysis of PCa patient datasets showed a higher expression of WT1, NUAK1, RASSF3 and SKP2; and a lower expression of GPS2 and IGFBP3 in PCa tissue compared to non-malignant prostate tissue. We confirmed the prostatic oncogene WT1, as a direct target of miR-642a-5p, and treatment of 22Rv1 and LNCaP PCa cells with WT1 siRNA or a small molecule inhibitor of WT1 reduced cell proliferation. Taken together, these data provide insight into the molecular mechanisms by which miR-642a-5p acts as a tumor suppressor in PCa, an effect partially mediated by regulating genes involved in cell cycle control; and restoration of miR-642-5p in PCa could represent a novel therapeutic approach.

## Introduction

Prostate cancer (PCa) is the second most diagnosed cancer worldwide accounting for 3.8% of cancer related death in men^1^. PCa diagnoses have increased in recent years, which is attributable to both the broader awareness of the disease, improved detection methods, and the emergence of screening for biomarkers (e.g. Prostate-Specific Antigen (PSA))^2^. There has also been a significant increase in the early diagnosis of localized, low-risk PCa, ranging from 10 to 80% of all men diagnosed with PCa worldwide^3^, with a subsequent decrease in PCa mortality^4^. A sizeable proportion of men with low-risk PCa are carefully monitored via active surveillance and do not require treatment or surgery^5,6^. PCa growth is initially androgen-dependant via the expression of the androgen receptor (AR), providing the basis for androgen deprivation therapies. In the last decade, the development of multiple drugs that target the androgen axis has improved the survival of PCa patients, including Abiraterone Acetate and Enzalutamide^7–9^. Unfortunately in many men, the disease transforms into hormone refractory or castrate resistant prostate cancer (CRPC), whereby tumors become increasingly resistant to conventional AR pathway inhibitor treatments characterized by metastasis and premature death^10,11^. Thus, there remains a large unmet clinical need to develop novel approaches to treat PCa, especially advanced CRPC.

MicroRNAs (miRNAs) are a family of ~ 22 nucleotide noncoding RNAs that are powerful regulators of gene expression via targeting of the 3′untranslated region (3′UTR) of specific genes leading to translational repression or message decay^12^. With their aberrant expression known to play a pivotal role in the regulation of a variety of developmental processes and diseases, miRNAs have therapeutic potential for the treatment of cancer and other illnesses^13^. Several miRNA-targeted therapies have reached clinical development, including miR-34 (in the form of a double-stranded miRNA mimic) for treating cancer, and miR-122 (in the form of antimiRs) for treating hepatitis C^14,15^. There is aberrant miRNA expression in cancer, leading to both inhibition and promotion of the tumorigenic process, with respective loss of expression of tumor suppressor miRNAs or overexpression of oncogenic miRNAs (oncomiRs)^16–18^. In PCa, there has been the identification of miRNA signatures associated with either poor prognosis or response to therapy, and some have potential functional roles as biomarkers^19–24^. These studies emphasize the potential for miRNAs to become cancer therapeutics, and provides an opportunity to identify downregulated tumor suppressor miRNAs, the replacement of which could be a new strategy in the treatment of PCa.

Previously, we discovered that miR-642a-5p is a tumor suppressor in PCa^25^. We showed overexpression of miR-642a-5p in PCa cells resulted in reduced cell viability, and deoxyhypusine hydroxylase (DOHH) to be a direct target of miR-642a-5p. DOHH catalyzes the activation of eukaryotic translation initiation factor (eIF5A), a protein essential for cell growth, and therefore the targeting of DOHH by miR-642a-5p resulted in less eIF5A activity and a reduction in cell proliferation. Additionally, we found miR-642a-5p to be downregulated in PCa cell lines or tissue, relative to matched normal cells or tissue, the expression of which was not attributable to the hyper methylation of its promoter^25^.

Here, we investigated the mode of action of miR-642a-5p in PCa, and aimed to identify novel downstream targets of miR-642a-5p, to further understand its effect as a tumor suppressor and potential as a prospective PCa therapeutic. In an in vivo xenograft model of PCa, transient overexpression of miR-642a-5p potently reduced tumor growth. RNA-Sequencing (RNA-Seq) analysis of miR-642a-5p treated PCa cells identified dysregulation of genes that cluster to specific pathways including cancer, cell cycle, organismal injury and abnormalities, and cellular growth and proliferation. Further, we identified for the first time Wilms Tumor 1 gene (WT1), which is an oncogene in PCa^26,27^, as a new direct target of miR-642a-5p in PCa, providing novel insight into the role of miR-642a-5p as a tumor suppressor in PCa. Taken together, in PCa, miR-642a-5p has broad anti-tumor activity acting on several tumor pathways, and specifically on genes that regulate proliferation and cell cycle progression.

## Results

### miR-642a-5p inhibits prostate cancer xenograft tumor growth and increases survival

In order to investigate the effect of miR-642a-5p on PCa cell growth in vivo, we transiently overexpressed miR-642a-5p or a negative control miRNA (miR-NC) in human 22Rv1 PCa cells (representative of castrate resistant disease^28^), and subcutaneously transplanted them into male NOD/SCID gamma (NSG) mice to generate xenografts (10 mice/group). Subsequent to day 25-post injection, we observed a rapid increase in xenograft tumor volume in the miR-NC mice compared to the miR-642a-5p mice (Fig. 1a). Coronal and axial magnetic resonance imaging (MRI) of animals at 34 days post injection also corroborated the differences in tumor volume observed between the two groups (Fig. 1b). The end point based on tumor size (1500 mm^3^) was reached first by mice in the miR-NC transfected group at day 34 post injection, and all miR-NC xenografts reached end point by day 41 (Fig. 1c). In contrast, only one of the 10 mice in the miR-642a-5p group reached end point at day 41, with the remainder of the mice in this group progressively reaching end point by day 49 (Fig. 1c). The tumor size-based survival of the miR-642a-5p treated mice was significantly different to the miR-NC treated mice, as determined by Log-rank (Mantel-Cox) and Gehan–Breslow–Wilcoxon analyses (*p* < 0.0001; *p* < 0.0002, respectively). Taken together, these data indicate that transient overexpression of miR-642a-5p significantly inhibits PCa xenograft growth and is associated with increased survival.

**Figure 1:**
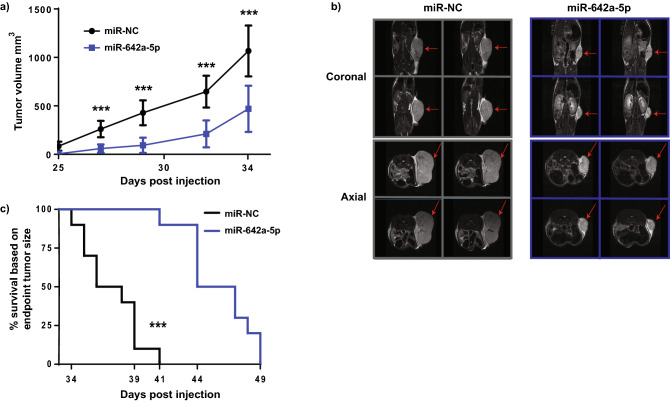
miR-642a-5p inhibits PCa xenograft tumor growth and increases survival. Subcutaneous xenograft study of 22Rv1 PCa cells transiently overexpressing miR-642a-5p or miR-NC in NSG mice (10 per group). (**a**) Xenograft tumor volumes in mice measurable from day 25 to day 34. CI = 0.95; ***p < 0.0002. (**b**) Coronal and axial MRI images of day 34 representative mice from both miR-NC and miR-642a-5p xenograft groups. Red arrows indicate tumor. (**c**) Tumor size end point Kaplan–Meier survival curve of miR-642a-5p versus miR-NC xenograft mice. Log-rank (Mantel-Cox) Test ***p < 0.0001, Gehan–Breslow–Wilcoxon Test ***p < 0.0002.

### RNA-Sequencing target gene identification and pathway analysis

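RNA-Seq measured mRNA levels in 22Rv1 cells, an established human prostate carcinoma cell line, 24 h after transfection with 30 nM of miR-642a-5p or of miR-NC, the negative control microRNA. Each group had 3 libraries, replicates A, B and C, made from separate wells, so errors and p values measure the spread between wells of one cell line. The authors mapped the reads to hg19 with TopHat2 and counted them per gene with featureCounts. The deposited values are described as normalized but are whole numbers with unequal totals, 3801861 to 5301708 per library, and were treated as these counts, not scaled. At this depth 1 read is 0.189 to 0.263 CPM, the counts scaled to library size by edgeR. Genes with a mean of at least 0.5 CPM over the 6 libraries (17936 genes) were compared between the groups with edgeR's quasi-likelihood test after TMM scaling, 2-sided. Log2 fold changes are miR-642a-5p over miR-NC, with their standard errors (SE), and p values were adjusted over all genes tested by the Benjamini-Hochberg method. Genes are called lower or higher at an adjusted p under 0.05. Permuting single values of 3 libraries against 3 cannot give an exact 2-sided p below 0.1, so no such test is given for single genes.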

To explore the mechanism of miR-642a-5p’s potent inhibition of 22Rv1 PCa xenograft growth, we performed RNA-Seq analysis of 22Rv1 cells treated with miR-642a-5p or miR-NC (30 nM for 24 h). Using ≥ 0.5 log_2_ fold change and *p* < 0.05, we identified 448 genes that were differentially expressed between the two groups; 176 genes were downregulated and 272 were upregulated (Fig. 2a and Supplementary Tables S1 and S2). 

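With miR-642a-5p, 378 genes were lower and 377 were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 266 were lower and 338 higher at the study's thresholds with the p value left unadjusted. LAMP1, a lysosomal membrane glycoprotein, went from 194 ± 2.07 CPM (SD, n = 3) with miR-NC to 101.8 ± 1.52 CPM (SD, n = 3) with miR-642a-5p. This is a log2 fold change of -0.93 (SE 0.06, adjusted p = 8.46e-12, edgeR). NQO1, a quinone reductase, fell from 437.1 ± 3.24 CPM to 244.1 ± 3.92 CPM (SD, n = 3 each), with a log2 fold change of -0.84 (SE 0.05, adjusted p = 2.69e-12, edgeR). Among called genes with a mean of at least 5 CPM and groups that do not overlap, the 12 largest decreases also included the deubiquitinase USP12 (log2 fold change -0.89), the transcription factor MEF2D (-0.78) and the Golgi GTPase RAB6A (-0.75). Within the same limits CRLF3, a cytokine receptor-like factor, had the largest increase, from 17.6 ± 0.69 CPM to 36.2 ± 1.06 CPM (SD, n = 3 each), a log2 fold change of 1.04 (SE 0.12, adjusted p = 7.97e-07, edgeR). ITGB8, an integrin subunit, followed at 0.99 (SE 0.11, adjusted p = 1.04e-06), and the splicing protein gene SNRPC (0.87), CREBRF (0.82) and DENND6A (0.81) were also among the 12 genes with the largest increases. Of the genes in Supplementary Table S1, 175 could be matched and all were lower here, 79 of them at an adjusted p under 0.05 (166 when adjusted over the list alone). All 272 genes of Supplementary Table S2 were higher, 110 of them at an adjusted p under 0.05 (242 when adjusted over the list alone). The study chose both lists on these libraries, so the directions were fixed by that choice. Neither they nor the counts, adjusted over all genes or over the list, are independent evidence. Leaving out any 1 of miR-NC replicate B (230 lower, 209 higher), miR-NC replicate C (238, 208) or miR-642a-5p replicate B (243, 214) moved both counts by over 1.5 times, and leaving out miR-NC replicate A moved the higher genes to 218. DESeq2 called 253 genes lower and 216 higher, 67 of them in Supplementary Table S2, with 141 and 164 at the study's thresholds, where genes with a mean of at least 5 CPM gave 136 and 168, and limma without a mean-variance trend called 0 genes at an adjusted p under 0.05, with 347 lower and 403 higher at the study's thresholds.

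**Figure D1:**
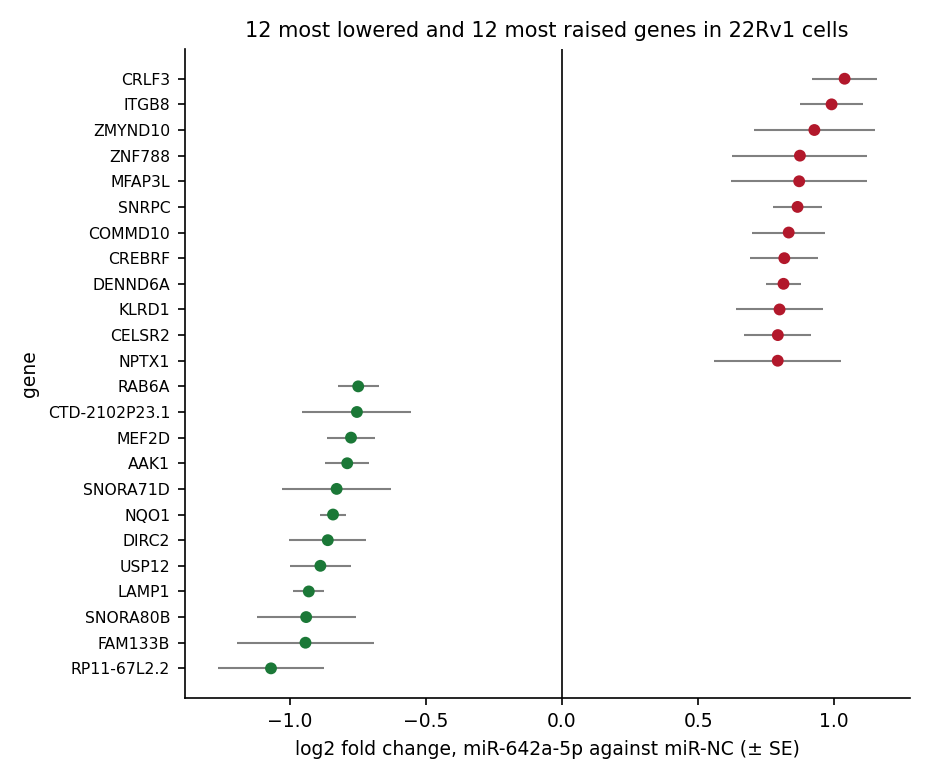
Log2 fold change, miR-642a-5p over miR-NC, of the 12 genes with the largest decrease and the 12 with the largest increase among genes at an adjusted p under 0.05 and a mean of at least 5 CPM whose groups do not overlap. Points are fold changes and bars are standard errors (n = 3 libraries per group), and the changes run from -1.07 for RP11-67L2.2 to 1.04 for CRLF3.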

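Genes with a match to the miR-642a-5p seed in the 3′UTR were lower with miR-642a-5p than genes without one. The matches counted were the 7mer-m8 AGAGGGA, the 7mer-A1 GAGGGAA and the 8mer that joins both in the longest 3′UTR of each gene in GENCODE v29 (GRCh38). Of 12709 tested genes with an annotated 3′UTR, 3297 held at least 1 such site. Their median log2 fold change was -0.03, against 0.02 for the 9412 genes without a site (camera, p = 0.000218, and p = 0.000143 with an estimated correlation between genes). Of the genes called lower, 240 of 348 (69%) held a site, against 2976 of 11998 genes not called (24.8%). Against all other tested genes with a 3′UTR, called higher or not called, the odds ratio was 6.76 (Fisher's exact test, 2-sided, p = 3.63e-65). By the best site, the median was -0.07 for 898 genes with an 8mer, -0.01 for 1387 genes whose best site was a 7mer-m8, -0.01 for 1012 genes with a 7mer-A1, 0.02 for 1696 genes with only a 6mer and 0.02 for 7716 genes with none. Called lower were 11.4% of the genes with an 8mer and 0.933% of those with no match. The number of sites followed the same order, from -0.02 for 2352 genes with 1 site to -0.04 for 622 genes with 2 and -0.07 for 110 genes with at least 4. LAMP1, NQO1 and RAB6A each held 1 8mer. Among the 35 arrangements of the bases of AGAGGGA, the seed match itself had the difference in median of the second rank (-0.0529), after GAGGGAA (-0.0609), which is the 7mer-A1 site, and before AAGAGGG (-0.0254).

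**Figure D2:**
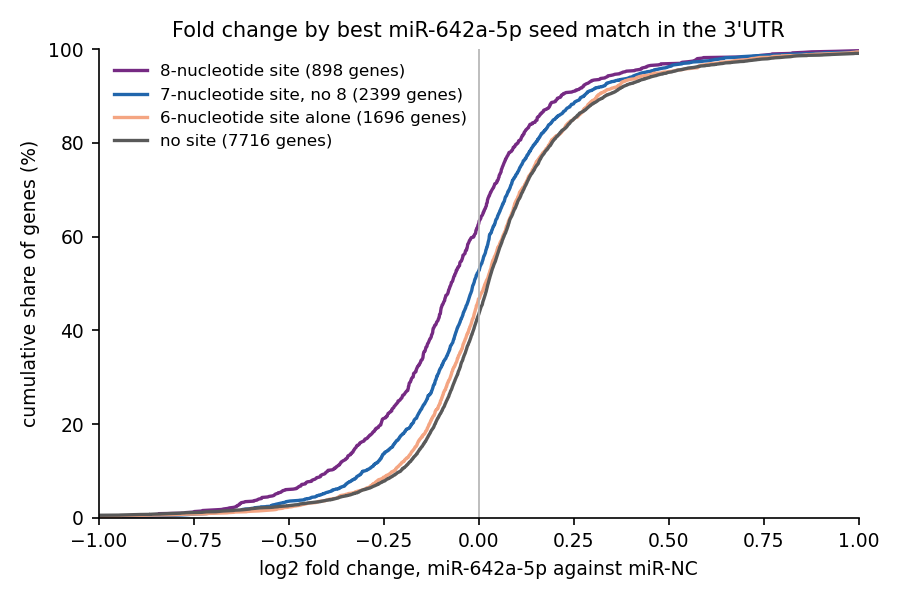
Cumulative share of tested genes by log2 fold change, miR-642a-5p over miR-NC, for each kind of best miR-642a-5p seed match in the 3′UTR. Both kinds of 7mer are taken together. Genes with an 8mer have the lowest median (-0.07).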

Of the 176 genes that were downregulated by miR-642a-5p overexpression, 72 (~ 41%) contained at least one miR-642a-5p seed site (via TargetScan 7.2), and these genes are listed in Supplementary Table S3. DOHH, which we previously identified as a direct target of miR-642a-5p, was ranked at the top of Supplementary Table S3 having 6 seed sites and was downregulated 0.69 log_2_ fold (^25^ and Supplementary Table S3). 

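DOHH, deoxyhypusine hydroxylase, lies on chromosome 19 of GRCh38 from 3490822 to 3500940 on the minus strand, and its 670-nucleotide 3′UTR held 6 7mer-A1 sites. Its level was 17.1 ± 2.85 CPM (SD, n = 3) with miR-NC and 10.4 ± 3.99 CPM (SD, n = 3) with miR-642a-5p. This is a log2 fold change of -0.70 (SE 0.20, adjusted p = 0.0432 from edgeR's quasi-likelihood test), from 58, 74 and 100 reads in the miR-NC libraries and 24, 45 and 72 in the miR-642a-5p libraries. The call ended without miR-NC replicate B (-0.66, adjusted p = 0.177) or C (-0.59, adjusted p = 0.248), and without miR-642a-5p replicate A (-0.44, adjusted p = 0.192) or B (-0.77, adjusted p = 0.0808). It also ended over genes with a mean of at least 5 CPM (adjusted p = 0.0501) and with robust limma (adjusted p = 0.127), and DESeq2 gave a log2 fold change of -0.71 and no adjusted p. Of the 4 genes that follow DOHH by number of sites in Supplementary Table S3, CMTM4 (-0.73, SE 0.06, adjusted p = 1.23e-09), AAK1 (-0.79, SE 0.08, adjusted p = 1.68e-07) and MEX3A (-0.52, SE 0.10, adjusted p = 0.00119) were called lower. TP53INP2 had a log2 fold change of -0.57 (SE 0.20, adjusted p = 0.123) and did not pass the test. The order is that of the paper's table. In the longest GENCODE v29 3′UTR, CMTM4 held 1 8mer and AAK1 1 7mer-A1. MEX3A held 2 7mer-m8 and 2 7mer-A1 sites, and TP53INP2 held 1 8mer, 2 7mer-m8 and 2 7mer-A1 sites. Among other genes of the hypusination pathway of eIF5A, AMD1, a decarboxylase of polyamine synthesis, was lower (-0.24, SE 0.04, adjusted p = 0.000357), and none of the 9 genes of that list was higher over all genes tested. When adjusted over the list alone, 2 were lower and 2 were higher, namely EIF5A2 (0.52, SE 0.21, adjusted p over all genes = 0.194) and SRM (0.20, SE 0.08, adjusted p over all genes = 0.201).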

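Seed matches in genes that rose with miR-642a-5p were no more frequent than in genes that were not called. Of 363 genes with a 3′UTR called higher, 81 (22.3%) held a site, against 24.8% of the genes not called. Against all other tested genes with a 3′UTR, called lower or not called, the odds ratio was 0.815 (Fisher's exact test, 2-sided, p = 0.114). At the study's thresholds the share was 45 of 235 genes (19.1%), against 81 of 140 genes that fell (57.9%). RAB11FIP1, a Rab11-binding protein of recycling endosomes, had 3 sites and a log2 fold change of 0.56 (SE 0.08, adjusted p = 1.22e-05, edgeR). C12orf49, with 4 sites, had a log2 fold change of 0.55 (SE 0.09, adjusted p = 8.45e-05, edgeR). PRKD2, protein kinase D2, had no site in its 248-nucleotide 3′UTR and a log2 fold change of 0.51 (SE 0.19) that did not pass the test (adjusted p = 0.144, edgeR).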

Interestingly, of the 272 genes that were upregulated by miR-642a-5p overexpression, 47 (~ 17%) also contained at least one miR-642a-5p seed site, and these genes are listed in Supplementary Table S4 and are putative indirect targets of miR-642a-5p.

**Figure 2:**
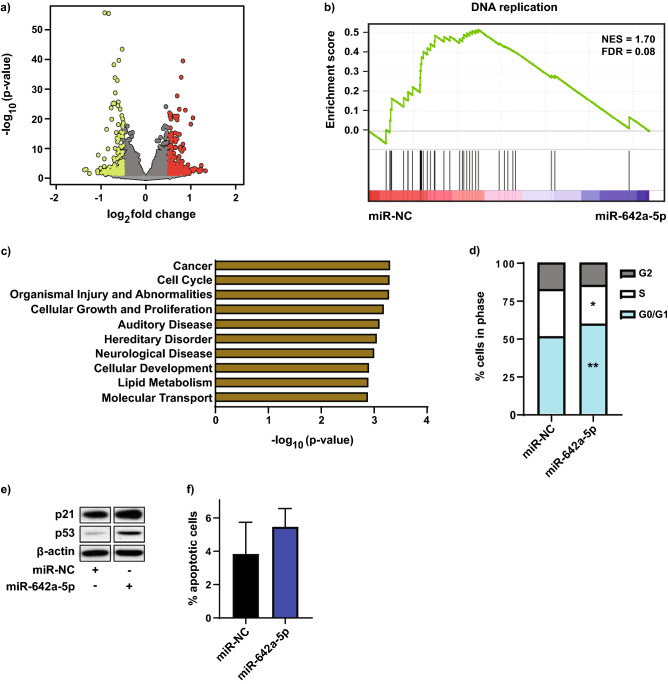
miR-642a-5p targets genes and pathways involved in DNA replication and cell cycle arrest. (**a**) Volcano plot of RNA-Seq results, with green dots representing genes downregulated, and red dots representing genes upregulated (≥ 0.5 log_2_ fold change; *p* < 0.05) by miR-642a-5p. (**b**) Gene Set Enrichment Analysis (GSEA) of the RNA-Seq data. The y-axis and the green line show the enrichment score for each gene, illustrated as a vertical line plotted in rank order of the most gene abundance (red, left) to the least gene abundance (blue, right) within the indicated samples (as log_2_FC/comparison); the black vertical lines correspond to member genes from the set. NES normalized enrichment score, FDR false discovery rate. (**c**) Ingenuity Pathway Analysis of the miR-642a-5p up and downregulated genes. Pathways ranked by the *p* value result of a Fisher’s exact test. (**d**) Flow cytometry cell cycle analysis of 22Rv1 cells transfected with miR-642a-5p or miR-NC (30 nM) for 72 h. n = 3; *p < 0.05, **p < 0.005 relative to miR-NC. (**e**) Western blot analysis of p21 and p53 protein expression 72 h post-transfection of 22Rv1 cells with 30 nM miR-642a-5p or miR-NC. β-actin is the loading control. Bands are from non-adjacent lanes of the same western blot and are separated by white space (see Supplementary Fig. S1A for uncropped blots, which were cut into smaller strips prior to immunoblotting). n = 3. (**f**) Flow cytometry apoptosis analysis of 22Rv1 cells transfected miR-642a-5p or miR-NC (30 nM) for 72 h. Error bars = SD; n = 3; *p* > 0.05.

To ascertain the major gene networks and biological pathways regulated by miR-642a-5p in 22Rv1 cells, we performed Gene Set Enrichment Analysis (GSEA) and Ingenuity Pathway Analysis (IPA) of the 448 differentially expressed genes from the RNA-Seq data. The GSEA analysis identified the KEGG (Kyoto Encyclopedia of Genes and Genomes)^29^ pathway ‘DNA replication’ as a significantly depleted gene network following miR-642a-5p overexpression (Fig. 2b). 

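The genes of the DNA replication pathway were lower as a group by a small amount, with no single member called. Of the 36 genes of the KEGG pathway, 35 were tested, and 28 of them had a negative log2 fold change, with a median of -0.08. None was called higher or lower by edgeR's quasi-likelihood test at an adjusted p under 0.05 over all genes or over the list alone, and 10 had an unadjusted p under 0.05. FEN1, the flap endonuclease, had a log2 fold change of -0.18 (SE 0.06, adjusted p = 0.0836), and POLD3, a DNA polymerase delta subunit, had one of 0.27 (SE 0.08, adjusted p = 0.0726). As a set the list was lower by camera with a preset correlation between genes of 0.01 (adjusted p = 0.0168 over 21 lists). With an estimated correlation the adjusted p was 0.398. Pre-ranked GSEA on the log2 fold changes of all genes tested gave a normalized enrichment score of -1.37 (permutation p = 0.0765, adjusted p = 0.536). The rotation test fry, which tests the set without comparing it with other genes, gave an adjusted p of 0.0341. Without miR-642a-5p replicate A the camera call ended (median -0.08, adjusted p = 0.0555).

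**Figure D3:**
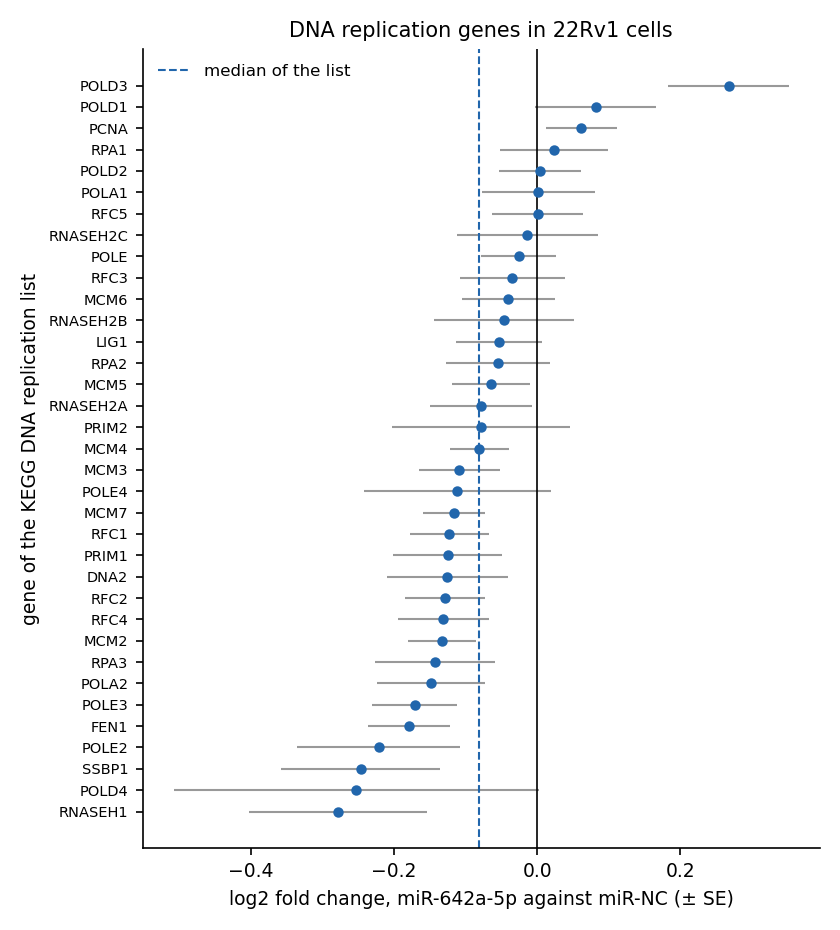
Log2 fold change, miR-642a-5p over miR-NC, of the 35 tested genes of the KEGG DNA replication pathway, with standard errors as bars (n = 3 libraries per group). Of the 35 points, 28 are negative, and POLD3 is at 0.27.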

We identified cancer, cell cycle, organismal injury and abnormalities, and cellular growth and proliferation as the most significantly enriched biological processes (ranked by the p-value result of a Fisher’s exact test) with miR-642a-5p treatment (Fig. 2c).

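Genes of the cell cycle changed in both directions with miR-642a-5p. Ingenuity Pathway Analysis was not rerun, and gene lists written before the data were examined were tested in its place. Of 32 cyclins, cyclin-dependent kinases and their regulators, 3 were lower and 3 were higher at an adjusted p under 0.05 from edgeR, and the same numbers passed when adjusted over the list alone. SKP2, the transcription factor gene E2F1 (log2 fold change -0.31, SE 0.06, adjusted p = 0.00191) and the kinase gene CDK2 (-0.22, SE 0.05, adjusted p = 0.0113) were lower. CDKN1B, which encodes the inhibitor p27 (0.24, SE 0.05, adjusted p = 0.00202), E2F3 (0.40, SE 0.11, adjusted p = 0.033) and the retinoblastoma family gene RBL2 (0.20, SE 0.06, adjusted p = 0.0357) were higher; E2F3 and RBL2 were named after their values were seen. CDK2 was no longer called without miR-NC replicate A (adjusted p = 0.093) or B (0.0626). The median of this list was 0.03 while camera gave it a downward direction (adjusted p = 0.651), and the median was -0.00167 without miR-642a-5p replicate C and 0.00653 to 0.047 without any other 1 library. Of 47 genes of S phase, 0 were higher and 2 were lower with edgeR (2 and 4 when adjusted over the list alone), namely E2F1 and UHRF1 (-0.34, SE 0.09, adjusted p = 0.031). UHRF1 was no longer called with DESeq2 (adjusted p = 0.0844) or without any 1 library except miR-642a-5p replicate C (adjusted p 0.054 to 0.181). Of 56 genes of G2/M, 4 were higher and none was lower (5 and 0 when adjusted over the list alone), with a median of 0.04, which was 0.0187 without miR-NC replicate A and 0.011 without miR-642a-5p replicate A.

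The G2/M genes called higher were NCAPD2 (0.30, SE 0.05, adjusted p = 8.06e-05), ANLN (0.31, SE 0.05, adjusted p = 0.000131), CKAP2 (0.30, SE 0.07, adjusted p = 0.00849) and AURKA (0.27, SE 0.06, adjusted p = 0.0113). CKAP2 was no longer called without miR-NC replicate B (adjusted p = 0.0838), miR-NC replicate C (0.107) or miR-642a-5p replicate B (0.068), nor AURKA without miR-NC replicate A (0.0943) or miR-642a-5p replicate B (0.0726) or with DESeq2 (0.0509). As sets, neither the S phase genes (camera, adjusted p = 0.34) nor the G2/M genes (adjusted p = 0.081) passed; the G2/M list passed, in the upward direction, under limma with trend (adjusted p = 0.0382 with a pseudocount of 0.1), quantile normalization (0.00566), robust limma (0.037), DESeq2 (0.0429), no low-value filter (0.0383), and without miR-NC replicate B (0.0452) or miR-642a-5p replicate C (0.00821), and its adjusted p rose to 0.172 without miR-NC replicate A and 0.227 without miR-642a-5p replicate A. These calls used the preset correlation, and with an estimated correlation the adjusted p of the G2/M list was 0.41 (fry 0.157, pre-ranked GSEA 0.647). Of 58 replication-dependent histone genes, 2 were higher, HIST3H2BB (0.28) and HIST3H2A (0.37), and the list did not pass (camera, adjusted p = 0.389). HIST3H2BB was no longer called without miR-NC replicate A (adjusted p = 0.096), nor HIST3H2A without any 1 library except miR-642a-5p replicate A (adjusted p 0.0624 to 0.318) or with DESeq2 (0.0981).

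Among 33 apoptosis regulators the death receptor gene TNFRSF10B (0.38, SE 0.07, adjusted p = 0.000443, edgeR) was higher and MCL1 (-0.22, SE 0.04, adjusted p = 0.00189), CYCS (-0.25, SE 0.05, adjusted p = 0.00227) and CASP2 (-0.47, SE 0.10, adjusted p = 0.00517) were lower. The list passed fry, downward (adjusted p = 0.0322), and did not pass camera (0.196, and 0.41 with an estimated correlation) or pre-ranked GSEA (0.56).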

### Effect of miR-642a-5p on cell cycle progression

To further investigate the effect of miR-642a-5p on the cell cycle (Fig. 2c), we performed flow cytometry cell cycle analysis of 22Rv1 cells transfected with miR-642a-5p or miR-NC, and found that miR-642a-5p induces cell cycle arrest at G0/G1 and a block in transition to S phase (Fig. 2d). We next overexpressed miR-642a-5p in 22Rv1 cells, and consistent with these cells harboring wild-type p53^30^, we observed an increase in the expression of the tumor suppressor cell cycle inhibitors p53 and p21, which supports the observed cell cycle arrest at G0/G1 (Fig. 2e). We then determined if miR-642a-5p overexpression affects apoptosis, and following annexin V, propidium iodide (PI) staining and flow cytometry, there was an increase in the apoptotic fraction of miR-642a-5p treated cells, however this difference was not statistically significant (*p* > 0.05) (Fig. 2f). Taken together, these data support the notion that mediation of the growth inhibitory action of miR-642a-5p in 22Rv1 PCa cells is, in part, via alteration of cell cycle progression.

### Identification of genes regulated by miR-642a-5p and implicated in cell cycle arrest

Further interrogation of the RNA-Seq data by IPA revealed a number of novel putative cell cycle associated gene targets for miR-642a-5p, which were either significantly (*p* < 0.05) downregulated or upregulated ≥ 0.5 log_2_ fold. 

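Of 4 genes linked to the cell cycle that the study went on to measure, RASSF3 and SKP2 were lower at an adjusted p under 0.05, and WT1 and NUAK1 only at an unadjusted p under 0.05. RASSF3, a Ras association domain protein (chromosome 12 of GRCh38, 64507001 to 64697567), went from 97.8 ± 2.6 CPM (SD, n = 3) with miR-NC to 67.0 ± 4.88 CPM (SD, n = 3) with miR-642a-5p, a log2 fold change of -0.56 (SE 0.07, adjusted p = 9.42e-06, edgeR). SKP2, the substrate-recognition subunit of an SCF ubiquitin ligase (chromosome 5, 36151989 to 36184319), went from 83.3 ± 3.7 CPM to 58.3 ± 3.77 CPM (SD, n = 3 each), a log2 fold change of -0.52 (SE 0.08, adjusted p = 6.44e-05, edgeR). Each held 1 8mer seed match in the 3′UTR. NUAK1, an AMPK-related kinase (chromosome 12, 106063340 to 106140033) with 2 8mers, went from 7.51 ± 1.83 CPM to 4.38 ± 0.15 CPM (SD, n = 3 each), a log2 fold change of -0.77 (SE 0.24, adjusted p = 0.0745 from edgeR's quasi-likelihood test). WT1, a zinc-finger transcription factor (chromosome 11, 32387775 to 32435630), was expressed at 5.11 ± 0.45 CPM with miR-NC and 3.33 ± 0.72 CPM with miR-642a-5p (SD, n = 3 each), a log2 fold change of -0.57 (SE 0.27, adjusted p = 0.323 from the same test). WT1 did not pass the study's thresholds with DESeq2 or without miR-NC replicate A (-0.515) or B (-0.559) or miR-642a-5p replicate A (-0.451) or B (-0.531). These levels of WT1 are 23, 21 and 24 reads in the miR-NC libraries and 11, 12 and 22 in the miR-642a-5p libraries. For each of the 4 genes, all 3 miR-NC libraries lay above all 3 miR-642a-5p libraries in CPM. The read counts of WT1 overlap, and its nearest libraries were at 4.62 CPM with miR-NC and 4.12 CPM with miR-642a-5p. Groups did not overlap, in either direction, for 19.7% of all genes tested, and the study chose these 4 genes on the same libraries.

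**Figure D4:**
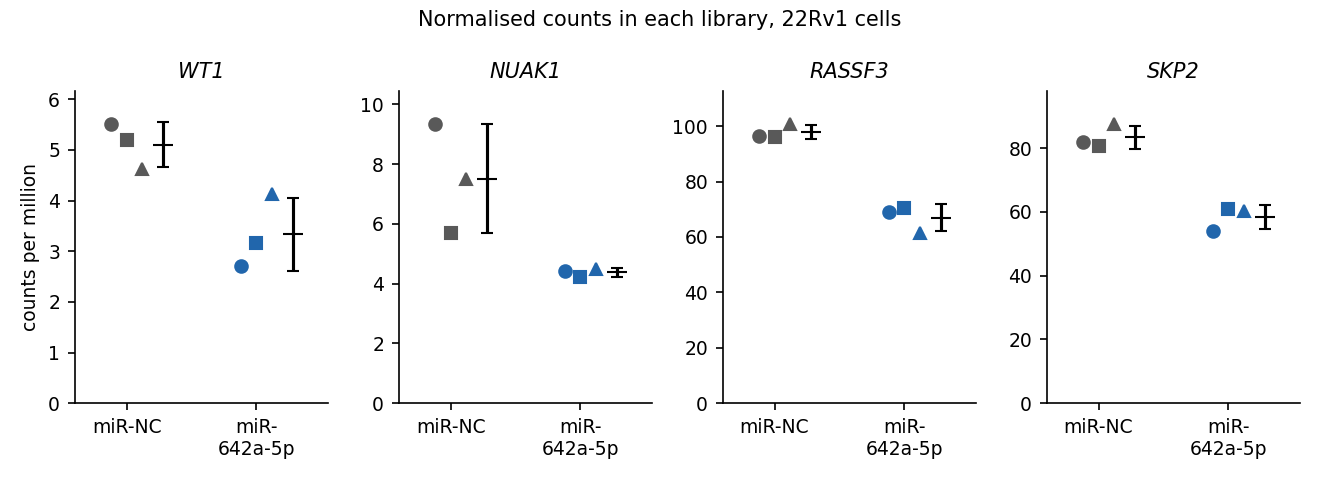
CPM (TMM-scaled) of WT1, NUAK1, RASSF3 and SKP2 in each library of 22Rv1 cells with miR-NC or miR-642a-5p, with circles for replicate A, squares for B and triangles for C; lines are the mean ± SD (n = 3). The groups do not overlap for any of the 4 genes, and WT1 has the fewest reads (11 to 24 per library).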

Downregulated genes included WT1, NUAK1 [NUAK family SNF1-like kinase 1; also known as AMPK-related protein kinase 5 (ARK5)], RASSF3 (Ras association domain family member 3), and SKP2 (S-phase kinase-associated protein 2), and are indicated in green in Fig. 3a. Conversely, GPS2 (G Protein Pathway Suppressor 2; also known as AMF1) and IGFBP3 (Insulin-like growth factor-binding protein 3) indicated in red in Fig. 3a were upregulated by miR-642a-5p in the RNA-Seq and are all associated with G0/G1 arrest (IPA). 

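IGFBP3 was higher with miR-642a-5p by a wide margin over the replicate spread. IGFBP3, an insulin-like growth factor-binding protein (chromosome 7 of GRCh38, 45912245 to 45921874), went from 79.8 ± 6.05 CPM (SD, n = 3) to 137.3 ± 4.64 CPM (SD, n = 3), a log2 fold change of 0.78 (SE 0.07, adjusted p = 8.13e-09, edgeR). It was the 1 member called of 12 tested genes of the IGF axis (camera for the list, adjusted p = 0.265). GPS2, a corepressor subunit (chromosome 17, 7311324 to 7315564), went from 2.15 ± 0.21 CPM to 3.46 ± 0.93 CPM (SD, n = 3 each), a log2 fold change of 0.71 (SE 0.34) that passed at the unadjusted p alone (adjusted p = 0.321, edgeR). GPS2 did not pass the study's thresholds without miR-NC replicate A (0.637), B (0.727) or C (0.77) or miR-642a-5p replicate C (0.43), nor with DESeq2, quantile normalization, robust limma or limma with trend (pseudocount of 0.1 or 1). Its counts were 8, 9 and 12 reads with miR-NC and 11, 12 and 24 with miR-642a-5p. Neither gene held a 7- or 8-nucleotide seed match in its 3′UTR. From IPA of the RNA-Seq data, the paper describes these genes as putative cell cycle associated targets of miR-642a-5p.

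**Figure D5:**
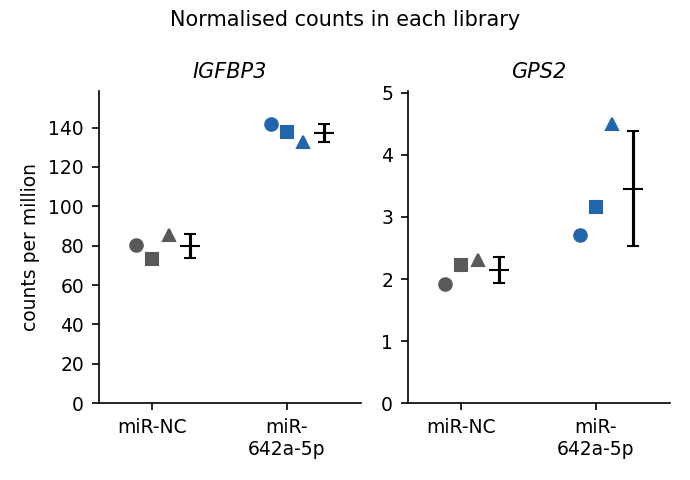
CPM (TMM-scaled) of IGFBP3 and GPS2 in each library of 22Rv1 cells with miR-NC or miR-642a-5p, with circles for replicate A, squares for B and triangles for C; lines are the mean ± SD (n = 3). IGFBP3 lies at 79.8 CPM with miR-NC and 137.3 CPM with miR-642a-5p, and GPS2 at 2.15 and 3.46 CPM.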

We further validated these findings by transiently overexpressing miR-642a-5p or miR-NC in 22Rv1 cells and measured the mRNA expression of these cell cycle genes. The expression of WT1, NUAK1, RASSF3, and SKP2 were all downregulated, and the expression of IGFBP3 was upregulated following miR-642a-5p treatment (Fig. 3b). There was no significant difference in GPS2 mRNA levels following miR-642a-5p overexpression (data not shown). Taken together, these data support the regulation of cell cycle genes as a key proposed mechanism of miR-642a-5p action in PCa cells.

**Figure 3:**
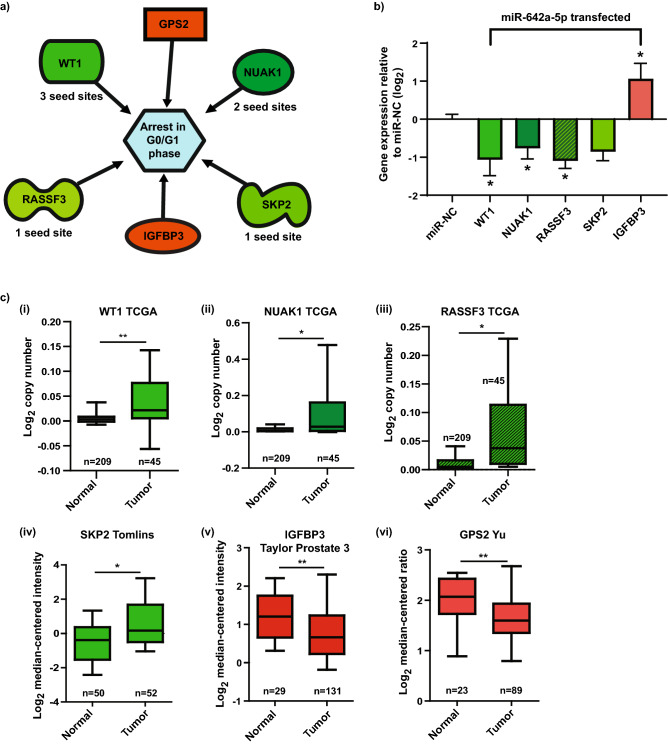
Cell cycle arrest gene targets of miR-642a-5p. (**a**) Ingenuity Pathway Analysis of cell cycle targets of miR-642a-5p. Green denotes genes downregulated by miR-642a-5p, and the number of seed sites in their 3’UTR (identified by TargetScan 7.2) indicated. Red denotes genes upregulated by miR-642a-5p. (**b**) RT-qPCR analysis of the cell cycle genes following overexpression of miR-642a-5p in 22Rv1 PCa cells. Expression of target mRNAs is normalized to HPRT housekeeping gene expression, calculated using the 2^−ΔΔCt^ method, and relative to miR-NC. Error bars = SE; n = 3; *p < 0.05 relative to miR-NC. (**c**) Oncomine analysis of the expression of the miR-642a-5p targets in PCa data sets. (i) WT1; (ii) NUAK1; (iii) RASSF3; (iv) SKP2; (v) IGFBP3; and (vi) GPS2. The data cohorts indicated above each graph, and n per group shown. Boxes denote the median (horizontal line); whiskers indicate distances to the highest and lowest values [for NUAK1 and RASSF3 the lower whisker is to the 10th percentile (minimum value removed)]. *p < 0.05, **p < 0.005.

### Clinical impact of the miR-642a-5p cell cycle targets

To explore the potential clinical impact of these data we used Oncomine analysis to interrogate various PCa datasets and compared the gene expression of our miR-642a-5p targets between normal prostate and PCa samples. Examination of these cohorts revealed that each of the downregulated miR-642a-5p target genes (WT1, NUAK1, RASSF3, and SKP2) is a potential driver of tumor progression, as each of their expression levels was higher in prostate tumor samples when compared to normal prostate tissue (Fig. 3c i–iv). Conversely, both IGFBP3 and GPS2, which were upregulated with miR-642a-5p overexpression in RNA-Seq, had lower levels of expression in the PCa samples (Fig. 3c v and vi). This data suggests that miR-642a-5p coordinately regulates (either up or down) a range of genes, with the net result of substantially decreasing PCa cell growth.

### Validation of WT1 as a direct target of miR-642a-5p

There is increasing evidence suggesting that WT1 functions as an oncogene in PCa^26^, and given its involvement in cell cycle progression^27^, the existence of three miR-642a-5p seed sites within its 3′UTR (Fig. 4a and Supplementary Table S3), and its clinical impact [Fig. 3c(i)], we chose to evaluate WT1 further as a target of miR-642a-5p. 

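In GENCODE v29 (GRCh38) the longest annotated 3′UTR of WT1 is 1283 nucleotides, in transcripts ENST00000332351.7 and ENST00000379079.6, and lies within 1 exon on the minus strand of chromosome 11. It held 1 match to the miR-642a-5p seed, the 7mer-A1 GAGGGAA at positions 1079 to 1085 of the 3′UTR (chromosome 11, 32387973 to 32387979). The sequence around it reads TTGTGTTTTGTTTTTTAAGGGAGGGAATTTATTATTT on the strand of the mRNA. The same site is present in the 3′UTRs of 1280 and 1274 nucleotides of transcripts ENST00000530998.5 and ENST00000452863.7. Sequence past these annotated ends was not searched.

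**Figure D6:**
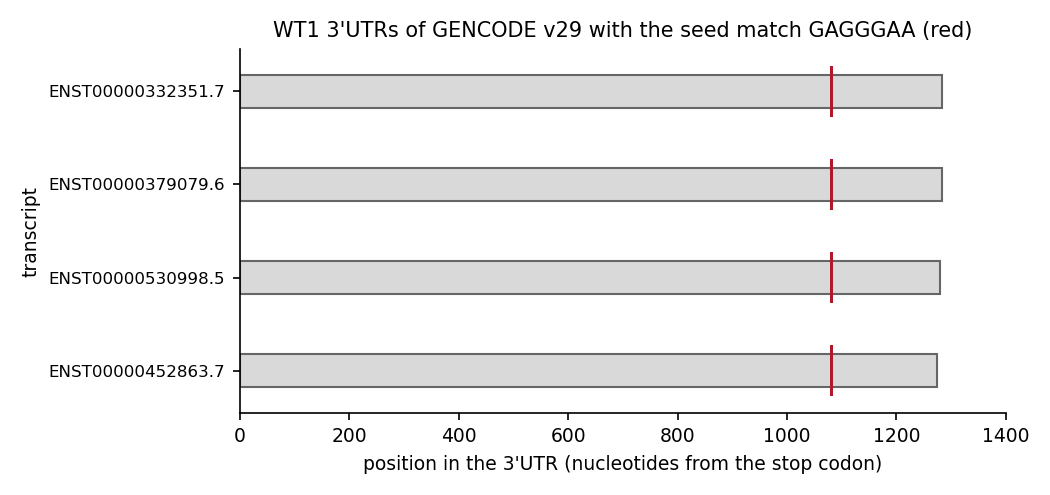
Map of the annotated 3′UTRs of the WT1 transcripts named in the text (1274 to 1283 nucleotides), drawn to scale in nucleotides from the stop codon. The site marked in each is the 7mer-A1 match to the miR-642a-5p seed at positions 1079 to 1085.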

To ascertain whether WT1 is a direct target of miR-642a-5p, we transiently co-transfected a luciferase reporter construct containing the first 1293 base pairs (bp) of WT1’s 3′UTR region (total length 5146 bp) (Fig. 4b), along with miR-642a-5p or miR-NC into 22Rv1 and LNCaP PCa cells. Transfection of miR-642a-5p significantly (*p* < 0.005) downregulated the luciferase reporter activity of WT1 3′UTR in both of the PCa cell lines validating the direct targeting of miR-642a-5p (Fig. 4c). As positive controls, we included the DOHH 3′UTR construct, as well as a reporter containing the perfect target sequence for miR-642a-5p^25^. Together with the TargetScan prediction of three seed sites, this data is the first evidence supporting the concept that WT1 is a direct target of miR-642a-5p, and therefore an important downstream target of miR-642a-5p.

**Figure 4:**
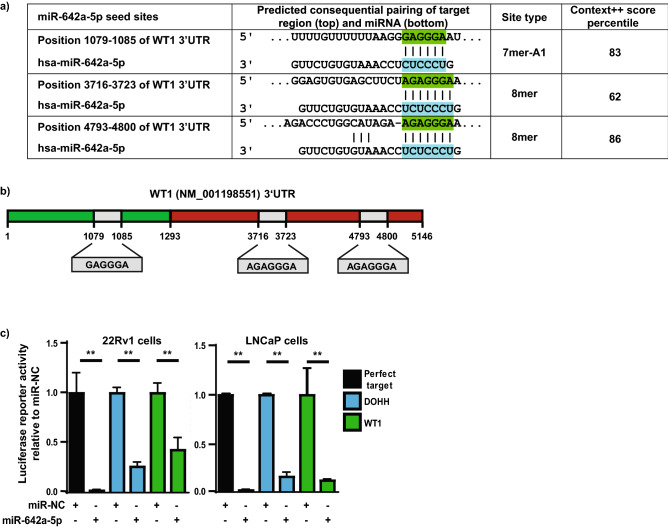
WT1 is a direct target of miR-642a-5p in PCa cells. (**a**) The 3′UTR of WT1 has three putative miR-642a-5p seed sites as predicted by TargetScan 7.2. (**b**) Schematic of the 3′UTR of WT1 (not to scale). Depiction of the GeneCopoeia target clone, which contains only the first 1293 base pairs of the 3′UTR, is with green shading. The grey shaded boxes indicate the miR-642a-5p seed sites. (**c**) Luciferase reporter gene analysis of the 3′UTR of the putative miR-642a-5p target WT1 in 22Rv1 and LNCaP PCa cells transiently overexpressing miR-642a-5p or miR-NC (20 nM). DOHH and miR-642a-5p perfect targets are positive controls. Error bars = SD; n = 3; **p < 0.005.

### Targeted siRNA knockdown of WT1 reduces cell proliferation and blocks cell cycle progression

We next used small interfering RNA (siRNA) to transiently knockdown WT1 gene expression in 22Rv1 and LNCaP PCa cells, to assess the functional effects of WT1 on PCa growth. We initially tested four different WT1 siRNAs in 22Rv1 cells, and RT-qPCR quantitation confirmed an approximate 80% reduction in WT1 expression with the ‘WT1#8’ siRNA, as compared to negative control siRNA (si-NC) (Supplementary Fig. S2A). We subsequently used WT1#8 siRNA in our experiments, and in each instance validated WT1 knockdown via RT-qPCR (Supplementary Fig. S2B–E). We transiently transfected 22Rv1 and LNCaP cells with either WT1 siRNA or si-NC and assessed cell proliferation using a Cell Titer end-point assay or the xCELLigence real time system. WT1 siRNA transfected cells exhibited a substantial growth reduction as compared to the si-NC transfected cells using both methods of evaluation (Fig. 5a, b). Furthermore, siRNA-mediated knockdown of WT1 reduced colony formation in clonogenicity assays (Fig. 5c). We also performed flow cytometry cell cycle analysis of 22Rv1 and LNCaP PCa cells transfected with WT1 siRNA or si-NC, and found that WT1 knockdown induced cell cycle arrest at G0/G1, and a concurrent increase in p21 and p53 expression (Fig. 5d, e). Additionally, treatment of 22Rv1 and LNCaP PCa cells with a combination of both WT1 siRNA and a clinically available inhibitor of WT1 (Tanespimycin (17-AAG [17-(allylamino)-17-demethoxygeldanamycin]), resulted in a further reduction of cell growth than with WT1 siRNA or 17-AAG alone (Fig. 5f). Taken together, these data suggest that therapeutic targeting of WT1 in PCa could be beneficial for tumor growth inhibition.

**Figure 5:**
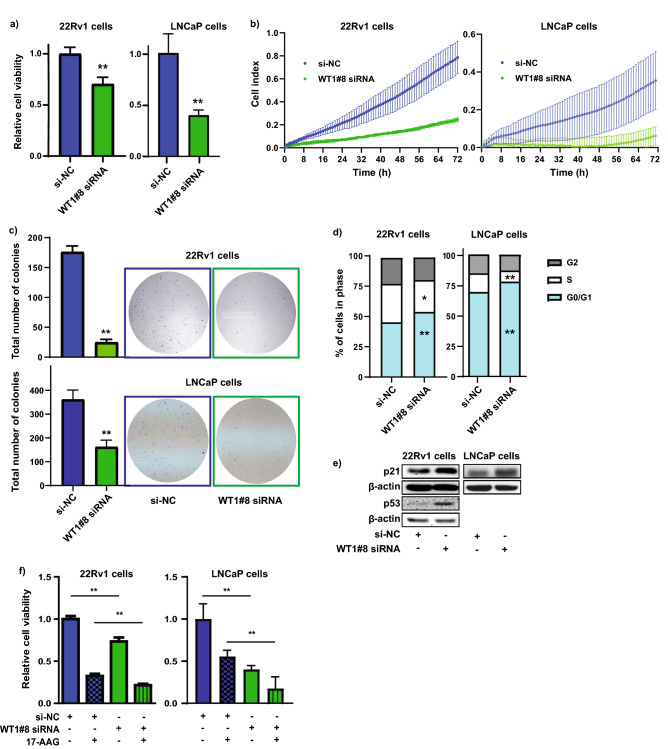
Targeted siRNA-mediated inhibition of WT1 expression reduces PCa cell proliferation and blocks cell cycle progression. (**a**) Relative cell viability of 22Rv and LNCaP PCa cells measured via cell titer assay at 3 d post-transfection with WT1 siRNA or si-NC (20 nM). Validation of WT1 knockdown see Fig. S2B. Error bars = SD; n = 3; **p < 0.005. (**b**) Proliferation of 22Rv1 and LNCaP PCa cells (cell index) measured using the xCELLigence system post WT1 siRNA or si-NC transfection (20 nM). Validation of WT1 knockdown see Fig. S2C. Error bars = SD; n = 3. (**c**) Colony formation assay of 22Rv1 and LNCaP PCa cells 14–21 days post WT1 siRNA or si-NC (20 nM) transfection. Validation of WT1 knockdown see Fig. S2C. Error bars = SD; n = 3; **p < 0.005. (**d**) Flow cytometry cell cycle analysis of 22Rv1 and LNCaP PCa cells transfected with WT1 siRNA or si-NC (20 nM) for 72 h. Validation of WT1 knockdown see Fig. S1D. n = 3; *p < 0.05, **p < 0.005 relative to si-NC. (**e**) Western blot analysis of p21 (22Rv1 and LNCaP) and p53 (22Rv1) protein expression 72 h post-transfection of PCa cells with 20 nM WT1 siRNA or si-NC. β-actin is the loading control. Validation of WT1 knockdown see Fig. S2E. For full-length, non-cropped blots see Fig. S1B and S1C. n = 3. (**f**) Relative cell viability of 22Rv1 and LNCaP PCa cells measured via cell titer assay at 5 days post-transfection with WT1 siRNA or si-NC (20 nM), and 3 d post-17-AAG treatment (1 µM). Validation of WT1 knockdown see Fig. S2B. Error bars = SD; n = 3; **p < 0.005.

### Overexpression of WT1 increases colony formation and miR-642a-5p rescues this effect

To further investigate the anti-cancer contribution of WT1 targeting by miR-642a-5p, we transiently and stably overexpressed WT1 cDNA (WT1-203 isoform) in 22Rv1 and LNCaP PCa cells, and transfected these cells with 30 nM miR-642a-5p or miR-NC. RT-qPCR analysis validated the stable or transient WT1 overexpression, and subsequent miR-642a-5p treatment significantly downregulated WT1 expression (Fig. 6a). Overexpression of WT1 in 22Rv1 PCa cells resulted in an increase in colony formation in clonogenicity assays, an effect which was rescued with miR-642a-5p overexpression (Fig. 6b). Taken together, miR-642a-5p replacement in 22Rv1 and LNCaP PCa cells with ectopic overexpression of WT1 significantly ‘rescues’ its anti-cancer effects on WT1 gene targeting, further suggesting miR-642a-5p could be an ideal therapy in PCa.

**Figure 6:**
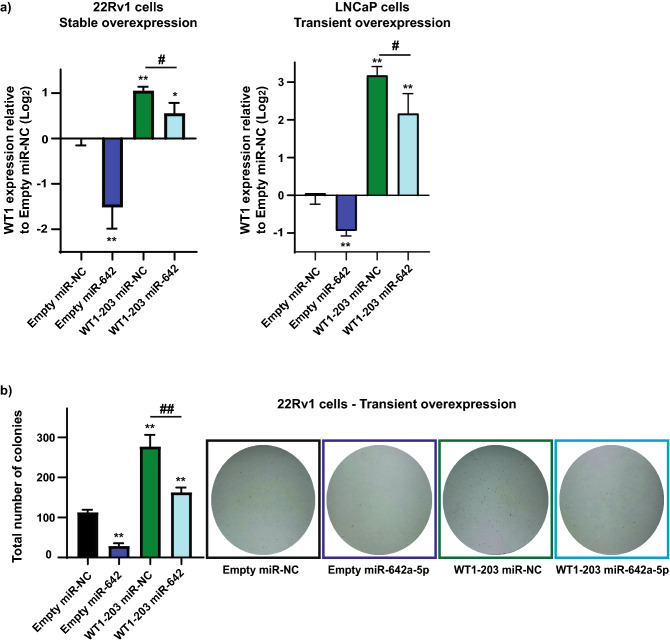
WT1 overexpression increases colony formation and miR-642a-5p rescues this effect. (**a**) RT-qPCR analysis of WT1 gene expression following stable or transient LeGO-iT2-WT1-203 or LeGO-iT2-Empty plasmids, and overexpression of miR-642a-5p or miR-NC in 22Rv1 and LNCaP PCa cells. Expression of WT1 is normalized to HPRT housekeeping gene expression, calculated using the 2^−ΔΔCt^ method, and relative to Empty vector + miR-NC. Error bars = SE; n = 3; *p < 0.05, **p < 0.005 relative to Empty vector + miR-NC. ^#^*p* < 0.05 WT1-203 + miR-NC relative to WT1-203 + miR-642a-5p. (**b**) Colony formation assay of 22Rv1 PCa cells 14 days post transient WT1 overexpression/empty vector transfection and miR-NC/miR-642a-5p (30 nM) co-transfection. Error bars = SD; n = 3; **p < 0.005 relative to Empty vector + miR-NC. ^##^*p* < 0.005 WT1-203 + miR-NC relative to WT1-203 + miR-642a-5p.

## Discussion

There have been numerous reports regarding the molecular signatures and functions of specific microRNAs in cancer, and there are important opportunities to identify tumor suppressor microRNAs^15,31–33^. There is little known about the functional role of miR-642a-5p and cancer, and here we characterize its mode of action as a tumor suppressor in 22Rv1 and LNCaP PCa cells, both being models of CRPC^34^. Overexpression of miR-642a-5p resulted in a considerable decrease in xenograft tumor growth in vivo, and its overexpression dysregulated genes involved in DNA replication and cell cycle progression. Further, the expression of the cell-cycle-regulated genes which were either downregulated (e.g. WT1, NUAK1, RASSF3, and SKP2) or upregulated (e.g. GPS2 and IGFBP3) by miR-642a-5p in PCa were inversely related to the effect of the miRNA; those genes downregulated by miR-642a-5p were upregulated in tumor compared to normal prostate and vice versa, further supporting miR-642a-5p as a tumor suppressor microRNA. Additionally, our data suggest that direct therapeutic targeting of the miR-642a-5p cell cycle target genes, in particular WT1, could produce significant anti-tumor effects to benefit PCa patients.

We first described miR-642a-5p as a tumor suppressor in PCa^25^, and indeed, there are few studies exploring the role of miR-642a-5p in cancer. In one report, expression of miR-642a-5p was downregulated in colon cancer cell lines and tumor tissue compared to normal, and overexpression of miR-642a-5p reduced the growth of colon cancer cell lines in vitro and in vivo^35^, further supporting our observations of miR-642a-5p as a tumor suppressor. Interestingly, also in colon cancer, the long non-coding RNA LINC01234 and the circular RNA-103809 have been shown to act as competing endogenous RNAs (ceRNA) or ‘sponges’ of miR-642a-5p, thereby reducing its bioavailability and tumor suppressive functions^35,36^. Additionally, the expression of miR-642a-5p was reduced in colorectal cancer cells, in peripheral immune cells following resection of lung tumors, and in childhood hematological cancers suggesting a potential biomarker role of miR-642a-5p in the diagnosis of these cancers^37–39^. Another recent report demonstrated a tumor suppressive function of miR-642a in liver cancer (hepatocellular carcinoma (HCC)); miR-642a expression was decreased, which enabled increased SEMA4C expression and signaling via the p38 MAPK pathway^40^. Also in HCC, Tang and colleagues showed miR-642 to be a tumor suppressor ceRNA, via interacting with, and disrupting the oncogenic functions of Linc00974 and KRT19^41^. In a study investigating advanced bladder cancer, expression of miR-642a-5p was reduced in patient tumors, and transient overexpression of miR-642a-5p mimics in bladder cancer cells in vitro reduced their viability, consistent with a tumor suppressor role^42^. Taken together, these studies provide increasing evidence that miR-642a-5p is a potent tumor suppressor across several cancer types.

Dysregulation of cell cycle and its control underpins cancer biogenesis and its capacity to proliferate^43^. Our data demonstrate that miR-642a-5p overexpression regulates a coordinated set of genes that drive cell cycle arrest at the G0/G1 (proliferation or quiescence) phase, and support cell cycle arrest as a proposed key mechanism of miR-642a-5p action. Cyclin-dependent kinases (CDKs) are critical enzymes that promote transition through the cell cycle and hence the targeting of these in proliferating cancer cells has been the basis for development and clinical application of novel anticancer therapies^43–45^. The CDK inhibitors p21 and p53 are known tumor suppressors and play key roles in regulating transition of cells through the cell cycle^46^. Our data showing their upregulation following miR-642a-5p overexpression also support the role of miR-642a-5p as a tumor suppressor in PCa. Interestingly, miR-642a-5p’s ability to reduce cell viability of PCa cells is not reliant on cellular p53 status, as our previous study using other PCa cell subtypes which harbour non-functional p53 (e.g. DU145) also showed a reduction in cell viability with miR-642a-5p overexpression^25,30^.

Wilms Tumor 1 (WT1) gene is a member of the early growth response gene I (EGR-1) family of zinc finger transcription factors, having an important role in the normal development of the genitourinary system and other organs and tissues^47,48^. In addition to the requisite role of WT1 in development, it also plays a complex role in tumorigenesis, acting as either a tumor suppressor or an oncogene depending on the cellular context^47,48^. There is mounting evidence that WT1 functions as an oncogene in PCa, acting by facilitating the development of a lethal metastatic phenotype^26,27^. In addition, WT1 expression is elevated in high-grade PCa tissues, and the level of expression may serve as a biomarker for PCa progression^49^. Furthermore, administration of 17-AAG, a clinically available inhibitor of WT1 (via its interaction with heat shock protein 90), was shown to decrease myeloid leukemia xenograft growth, correlating with decreased expression of WT1 and its downstream targets^50^. Our data suggests WT1 is a direct target of miR-642a-5p, and siRNA or 17-AAG targeting of WT1 reduced cellular proliferation in 22Rv1 and LNCaP PCa cells. Furthermore, when WT1 was overexpressed in 22Rv1 and LNCaP cells miR-642a-5p overexpression effectively reduced WT1 gene expression and colony formation. These data, together with our TCGA Oncomine data, support the concept that therapies targeting WT1, such as miR-642a-5p replacement treatment or 17-AAG, could reduce PCa growth and potentially represent treatment alternatives.

The other putative miR-642a-5p target genes, which are associated with cell cycle, have roles as oncogenes or tumor suppressors in cancer. SKP2, which is overexpressed in PCa^51^, plays a critical role in cancer development by controlling several cellular processes such as cell cycle regulation and cell proliferation, by degrading specific CDK inhibitors^52,53^. Overexpression of NUAK1 is associated with poor prognosis in many cancers, including colorectal, ovarian, and lung^54–56^. There is growing evidence showing NUAK1 is a target of multiple miRNAs, whose expression is frequently decreased during cancer progression to metastatic disease^57^. Additionally, NUAK1 is a positive regulator of cell cycle progression in breast cancer cells^58^. Our data supports the oncogenic function of SKP2 and NUAK1 in PCa, as their targeted degradation by miR-642a-5p resulted in cell cycle arrest. Conversely, RASSF3 functions as a tumor suppressor through stabilization of p53 and regulation of apoptosis and G1-S cell cycle arrest^59^, its downregulation increases malignant phenotypes of non-small cell lung cancer^60^, and is, in part, responsible for resistance to mammary tumor development in Neu transgenic mice^61^. These reports are contradictory to our observation of RASSF3 targeting by miR-642a-5p for inhibition of cell cycle progression in PCa, and coupled with the Oncomine TCGA data showing a higher level of RASSF3 in PCa tissue, suggests RASSF3 function may be dependent on cellular context. We found miR-642a-5p overexpression upregulated IGFBP3 and GPS2 expression. This data is consistent with previous reports; IGFBP3 overexpression has been shown to induce cell cycle arrest at G1 phase in breast cancer^62^ and suppress metastasis in PCa^63^, and GPS2 overexpression in osteocarcinoma was associated with cell cycle arrest^64^. Taken together, these data provide strong support for miR-642a-5p functioning as a potent tumor suppressor in PCa, an effect mediated by a coordinated change in expression of multiple targets leading to significant impact on cell cycle. We have previously studied other microRNAs, including miR-7-5p^65^ and miR-331-3p^24^, and identified multiple coordinately regulated downstream targets and signaling pathways, with a net effect of potent tumor inhibition, similar to what we identified herein.

There is an urgent need for new therapies for men with advanced PCa. Our data suggests miR-642a-5p is a potent PCa tumor suppressor in vitro and in vivo and that its successful replacement into PCa tissue could represent a new avenue of therapy for this disease. This is particularly relevant given that the field of RNA-based therapeutics is undergoing rapid change. With the recent approval of multiple siRNA drugs by the U.S. Food and Drug Administration there is an increased interest in using double stranded RNAs, including miRNAs, as therapies to treat human disease^15,66,67^. In that context, our data provides a foundation for further work to develop miR-642a-5p into an RNA-based PCa therapeutic.

## Methods

All the experimental protocols were performed in accordance with institutional guidelines and regulations of the Harry Perkins Institute of Medical Research.

### Cell culture, miRNA precursors, luciferase reporter constucts, siRNA molecules, small molecule inhibitors and cDNA expression constructs

22Rv1 and LNCaP PCa cells were obtained from the American Type Culture Collection (ATCC) and cultured at 37 °C/5% CO_2_ in RPMI-1640 supplemented with 10% fetal bovine serum (FBS). Synthetic miRNA molecules corresponding to human miR-642a-5p (hsa-miR-642a-5p; Cat #AM17100, Product ID: PM11477) and a negative control miRNA (miR-NC; Negative Control #1, Cat# AM17110) were sourced from Ambion (Thermo Fisher Scientific). The miRNA 3′UTR luciferase reporter constuct for WT1 (#Hmi T058379-MT06) was generated by GeneCopoeia (Rockville, MD). The miR-642a-5p perfect target and DOHH 3′UTR reporter constructs were generated by GenScript, Inc (Piscataway), as described^25^. Flexitube siRNAs to WT1 were from Qiagen (WT1#1 Cat#SI00008267; WT1#4 Cat#SI00008288; WT1#7 Cat#SI03056298; and WT1#8 Cat#SI03061331). The negative control siRNA (si-NC) was from Ambion (Cat#4390843). Tanespimycin (17-AAG) was from Selleckchem (Cat#S1141). Human WT1 cDNA (WT1-203, ENST00000379079.8, Ensembl) was synthesized (GenScript) and cloned into LeGO-iT2 lentiviral vector (a gift from Boris Fehse, Addgene plasmid # 27343).

### PCa cell xenograft model and tumor imaging

22Rv1 cells were transfected using Lipofectamine 2000 (Thermo Fisher Scientific) with 50 nM miR-642a-5p or miR-NC. At 72 h post transfection cells were trypsinized, counted, and 1.5 × 10^6^ cells in 150 µL of a 1:1 dilution of RPMI-1640 and Matrigel (BD BioSciences) was injected subcutaneously into male NSG mice (Animal Resource Centre, Western Australia) (10 per group). Generation of T2 weighted coronal and axial MRI images of NSG mice were by a 3.0 T MRS 3000 preclinical MRI system at the Australian Cancer Research Foundation Cancer Imaging Facility at the Harry Perkins Institute of Medical Research, Perth, Australia. All the experimental protocols were approved by the Harry Perkins Institute of Medical Research animal ethics committee (AE048/2016). All methods used for animal experimentation were carried out in accordance with the relevant guidelines and regulations of the Harry Perkins Institute of Medical Research Animal Ethics Committee. All animal work was carried out in compliance with the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357).

### RNA-Sequencing expression profiling and analysis

For the RNA-Seq study, triplicate wells of 22Rv1 cells were transfected using Lipofectamine 2000 with 30 nM miR-642a-5p or miR-NC, and total RNA extracted from the samples 24 h post-transfection, using the Isolate II RNA kit (Bioline) according to the manufacturer’s instructions. The quantity and integrity of extracted RNA was determined using a 2100 Bioanalyzer (Agilent Technologies), before RNA-Seq analysis using the Illumina HiSeq 2500 at the Australian Genome Research Facility (AGRF; Victoria, Australia). Analysts at AGRF normalized the data with the R Bioconductor ‘EdgeR’ package (www.Bioconductor.org). Briefly, sequence counts were aligned to the genome, background corrected, log_2_ transformed, annotated, and a fold change analysis performed to compare treatment groups.

TargetScan (Version 7.2: March 2018) provided metadata on genes downregulated by miR-642a-5p in the RNA-Seq experiment. Gene Set Enrichment Analysis (GSEA) of the RNA-Seq data was performed as previously described^68^. The biological pathway targets of genes differentially expressed by miR-642a-5p were determined using Ingenuity Pathway Analysis (IPA, Ingenuity System, Inc. www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). The RNA-Seq data is available in the Gene Expression Omnibus under Accession Number GSE160736.

### Cell cycle analysis

22Rv1 or LNCaP PCa cells were transfected as described above with 30 nM miRNA (miR-642a-5p or miR-NC), or 20 nM siRNA (WT1 siRNA or si-NC) molecules. Following treatment for 72 h, floating and adherent cells were collected, fixed with cold 100% ethanol and stored at 4 °C. Fixed cells were stained with Propidium Iodide (PI) staining solution (25 µg/ml PI and 0.25 µg/ml RNase A in PBS), and analysed using the BD Accuri C6 Flow Cytometer and FlowJo Software (version 7.6.5), and the Dean-Jett-Fox method for gating cells.

### Annexin V-FITC/PI apoptosis assay

22Rv1 cells were transfected as described above with 30 nM miR-642a-5p or miR-NC for 72 h, or treated with 10 µM Camptothecin (Cayman Chemical) for 24 h (positive control for apoptosis). Apoptosis was measured using the Annexin V-FITC Apoptois Detection Kit I (BD Biosciences, NSW, Australia), using the manufacturer’s instructions. No stain, single stain and camptothecin treated cells were used to set gating strategies to identify live, apoptotic and dead cell populations. Samples were analysed using the BD Accuri C6 Flow Cytometer and software.

### Generation of 22Rv1 and LNCaP stably overexpressing WT1 cell lines

22Rv1 and LNCaP PCa cell lines stably expressing WT1-203 cDNA were generated by lentiviral transduction as previously described^69,70^. Briefly, 22Rv1 and LNCaP cells were infected with lentiviruses carrying LeGO-iT2-Empty or LeGO-iT2-WT1-203 plasmids, and transduced cells stably expressing tdTomato fluorescent protein were isolated by flow cytometry (FACSCalibur, BD Biosciences). The ectopic expression of WT1 in the isolated cells was validated with RT-qPCR.

### Transfection of miRNA precursors, siRNA molecules, cDNA overexpression constructs, and reporter gene assays

Parental 22Rv1 and LNCaP PCa cells, or 22Rv1 and LNCaP cells with stable expression of LeGO-iT2-WT1-203 or LeGO-iT2-Empty plasmids were seeded into 6-well plates or 10 cm diameter dishes and transfected as described above with miRNA or siRNA molecules at a final concentration of 10–30 nM. Cells were harvested 24 h post-transfection for RNA isolation and 3 days for protein extraction. For transient WT1 overexpression, 5 ng of LeGO-iT2-WT1-203 or LeGO-iT2-Empty plasmids were cotransfected with 10–30 nM miRNA molecules, and RNA and protein isolated at 2 and 3 days post-transfection, respectively.

For Luciferase reporter gene assays 22Rv1 and LNCaP cells were seeded into 6-well plates and co-transfected with 450 ng of firefly luciferase reporter plasmid DNA and 10 nM final concentration of either miR-642a-5p or miR-NC, using Lipofectamine 2000. After 48 h, lysates were assayed for firefly luciferase activity using the Luciferase Reporter Assay System (Promega) and a Fluostar OPTIMA microplate reader (BMG Labtech).

### Cell proliferation and colony forming assays

Parental or WT1-overexpressing 22Rv1 and LNCaP PCa cells were transfected in 10 cm dishes with miRNA molecules, siRNAs, or cDNA plasmid constructs (as described above). One day post-transfection, the cells were trypsinized and plated into 96 well plates, xCELLigence E-plates at 5000 cells/well, or into 10 cm dishes at 5000 cells (22Rv1) or 10,000 cells (LNCaP)/dish. Proliferation was evaluated in the 96 well plates at 1–7 days post-seeding using a CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay (Promega) and the Fluostar OPTIMA microplate reader, according to the manufacturer’s instructions. Treatment with 17-AAG (1 µM) was 24 h post-seeding, and proliferation evaluated 1–7 days later using the same assay (Promega). The xCELLigence system (In Vitro Technologies) was used to measure the proliferation of cells in a real time setting for 72 h, according to the manufacturer’s instructions. The cells which were plated into the 10 cm dishes were assayed for colony formation after 2–3 weeks, using Crystal Violet staining as previously described^65^.

### RNA extraction, reverse transcription and quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from 22Rv1 and LNCaP PCa cells 24 h post-transfection with miRNAs or siRNAs, using TRIzol reagent as per the manufacturer’s instructions (Thermo Fisher Scientific). RNA was quantitated using the NanoDrop One spectrophotometer and 800 ng RNA was reverse transcribed using a QuantiTect reverse transcription kit (Qiagen). Quantitative PCR was performed in a Rotor-Gene Q thermocycler (Qiagen) using Bioline SensiMix (QT605-20) and validated QuantiTect primers (Qiagen) for HPRT1 (Cat#QT00059066, housekeeping control), WT1 (Cat#QT00059003), NUAK1 (Cat#QT00097447), RASSF3 (Cat#QT00051044), SKP2 (Cat#QT00006489), IGFBP3 (Cat#QT00072737), or GPS2 (Cat#QT00050715). For the WT1 overexpression experiments, the following primers from Sigma were used: WT1-exon8 (F) GTGACTTCAAGGACTGTGAACG; and WT1-exon9 (R) CGGGAGAACTTTCGCTGACAA.

Expression of target mRNAs relative to HPRT expression was calculated using the 2^−ΔΔCt^ method^71^.

### Protein extraction and western blotting

Protein extracts were prepared from cells lysed with mid-RIPA buffer and western blotting performed as described^24^. Briefly, protein samples were resolved in NuPAGE 4–12% Bis Tris gels (Thermo Fisher Scientific) and transferred to PVDF membranes (Roche). Membranes were blocked in Tris-buffered saline/Tween 20 (TBST)/5% skim milk and incubated with p21 (Cell signaling #2947S; 1:1000), p53 (Cell signaling #9282S; 1:500, or Santa Cruz #SC-126; 1:1000), or β-actin [AC-15] (Abcam ab6276; 1:5000) primary antibodies, followed by incubation with horseradish peroxidase (HRP) linked secondary antibodies [anti-mouse IgG (GE Healthcare; Cat#NA931V) or anti-rabbit IgG (GE Healthcare; Cat#NA934V)]. Protein detection was with enhanced chemiluminescence (ECL) using Luminata Classico Western HRP substrate (Millipore #WBLUC0100), and visualization was with either ECL-Hyperfilm (GE Healthcare; #GE HE28-9068-37) or the iBright Imaging System (Thermo Fisher Scientific).

### Clinical datasets

Oncomine (www.oncomine.org) analyses determined the differential expression levels of WT1, NUAK1, RASSF3, SKP2, IGFBP3, and GPS2 between normal and tumor prostate tissue cohorts from The Cancer Genome Atlas (TCGA), Tomlins, Taylors Prostate 3 or Yu Prostate data sets.

### Statistical analysis

Graphing and analysis of data was with GraphPad Prism 8 software. Use of the unpaired *t*-test (two-tailed) determined significant differences between clinical datasets in Oncomine, luciferase reporter assays, RT-qPCR assays, cell cycle analysis and apoptosis. Use of a two way ANOVA with repeated measures determined significant differences between PCa xenograft volumes. Log-rank (Mantel-Cox) and Gehan-Breslow-Wilcoxon testing was used for determining significant differences between xenograft survival curves. IPA molecular pathway analysis package used a Fisher’s exact test on genes identified by RNA-Seq.

## Supplementary Information

Supplementary Information.

## Abbreviations

miRNA: MicroRNA
PCa: Prostate cancer
RNA-Seq: RNA-sequencing
3′UTR: 3′Untranslated region
siRNA: Small interfering RNA
RT-qPCR: Reverse transcription and quantitative polymerase chain reaction
DOHH: Deoxyhypusine hydroxylase
WT1: Wilms Tumor 1 gene
NUAK1: NUAK family SNF1-like kinase 1
RASSF3: Ras association domain family member 3
SKP2: S-phase kinase-associated protein 2
GPS2: G Protein Pathway Suppressor 2
IGFBP3: Insulin-like growth factor-binding protein 3
17-AAG: 17-(Allylamino)-17-demethoxygeldanamycin (Tanespimycin)

# Supplementary material for: The tumor suppressor miR-642a-5p targets Wilms Tumor 1 gene and cell-cycle progression in prostate cancer
**Source:** Sci Rep. 2021 Sep 9;11:18003. doi: 10.1038/s41598-021-97190-x
**Supplement:** Supplementary file 1 — Supplementary Information.

## **The tumor suppressor miR-642a-5p targets Wilms Tumor 1 gene and cell-cycle progression in prostate cancer**

### **Supplementary Tables and Figure Legends**

**Supplementary Table S1. Downregulated miR-642a-5p target genes compiled from RNA-Seq data.** Stratification of genes is in descending order for  $\geq -0.5 \log_2$  fold change ( $p < 0.05$ ).

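Supplementary Table S1 spans several kinds of gene. By their annotation in GENCODE v29, 112 of its 176 genes are protein coding, 25 are pseudogenes and 5 are small nucleolar RNA genes, and 24 symbols had no match. The log2 fold changes of its 175 matched genes, computed here from the counts, lay each within 1 SE of the paper's reported values. The entry printed as FOXP2 carries the Ensembl ID and the name of FOXN2 and was matched to FOXN2 (log2 fold change -0.55, SE 0.11, adjusted p = 0.00153, edgeR). At the study's thresholds 166 of the genes passed. Of the 175 matched genes, 40 had a mean count under 20 reads per library.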

**Supplementary Table S2. Upregulated miR-642a-5p target genes compiled from RNA-Seq data.** Stratification of genes is in descending order for  $\geq 0.5 \log_2$  fold change ( $p < 0.05$ ).

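Of the 272 genes of Supplementary Table S2, 218 are protein coding in GENCODE v29, 24 are pseudogenes and 25 symbols had no match. At the study's thresholds 235 of them passed here, and 78 of the 272 had a mean count under 20 reads per library. Each log2 fold change computed here lay within 1 SE of the paper's reported value.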

**Supplementary Table S3. 

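The table of lower genes with seed sites counts matches predicted by TargetScan 7.2, which was not available here, so sites were counted by sequence in the longest GENCODE v29 3′UTR. Of the genes of Supplementary Table S1, 72 of the 112 with an annotated 3′UTR (64.3%) held a 7- or 8-nucleotide site. Of the 72 genes of Supplementary Table S3, 69 held at least 1 site. The number of sites was the same as in the table for 58 genes, lower for 8 and higher for 6. Another 3 genes of Supplementary Table S1 held a site and are not in Supplementary Table S3.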

Downregulated miR-642a-5p target genes compiled from RNA-Seq data.** Stratification of genes is in descending order for the total number of miR-642a-5p sites within their 3'UTR (TargetScan 7.2), together with a  $\geq 0.5 \log_2$  fold change. ^^ denotes published target. Genes that are in bolded text and denoted with \*\* are those studied herein.

**Supplementary Table S4. Upregulated miR-642a-5p target genes compiled from RNA-Seq data.** Stratification of genes is in descending order for the total number of miR-642a-5p sites within their 3'UTR (TargetScan 7.2), together with a  $\geq 0.5 \log_2$  fold change.

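The table of higher genes with seed sites was counted in the same way. Of the genes of Supplementary Table S2, 39 of the 218 with an annotated 3′UTR (17.9%) held a 7- or 8-nucleotide site. Of the 47 genes of Supplementary Table S4, 46 had an annotated 3′UTR and 37 held a site. The number was the same as in the table for 34 genes, lower for 9 and higher for 3.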

**Supplementary Figure S1. Original western blots of miR-642a-5p or WT1 siRNA treated 22Rv1 and LNCaP cells.** (A) Western blot analysis of p21 and p53 protein expression 72 h post-transfection of 22Rv1 cells with 30 nM miR-642a-5p or miR-NC.  $\beta$ -actin is the loading control. The blots shown here are the original non-cropped blots used to generate Figure 2E, with the red boxes indicating the lanes used. (B) Western blot analysis of p21 protein expression 72 h post-transfection of 22Rv1 or LNCaP cells with 20 nM WT1 siRNA or si-NC.  $\beta$ -actin is the loading control. The blots shown here are the original non-cropped blots used to generate Figure 5E, with the red boxes indicating the lanes used. (C) Western blot analysis of p53 protein expression 72 h post-transfection of 22Rv1 cells with 20 nM WT1 siRNA or si-NC.  $\beta$ -actin is the loading control. The blots shown here are the original non-cropped blots used to generate Figure 5E, with the red boxes indicating the lanes used, and two different exposures of p53 are included.

**Supplementary Figure S2. RT-qPCR validation of siRNA mediated knockdown of WT1 gene expression.** (A) 22Rv1 cells were transfected with 20 nM of four different WT1 siRNA constructs or a negative control siRNA (si-NC). RNA extraction and RT-qPCR was at 24 h post transfection. Error bars = SD, \*p<0.05 and \*\*p<0.005 relative to si-NC. (B-E) 22Rv1 and LNCaP cells were transfected with WT1#8 siRNA or si-NC for functional assays reported in Figure 5. RNA extraction was at 24 h post transfection, and RT-qPCR analysis of WT1 expression is normalized to HPRT housekeeping gene expression, calculated using the  $2^{-\Delta\Delta C_t}$  method, and relative to si-NC. Error bars = SD; \*p<0.05, \*\*p<0.005 relative to si-NC.

Supplementary Figure 1

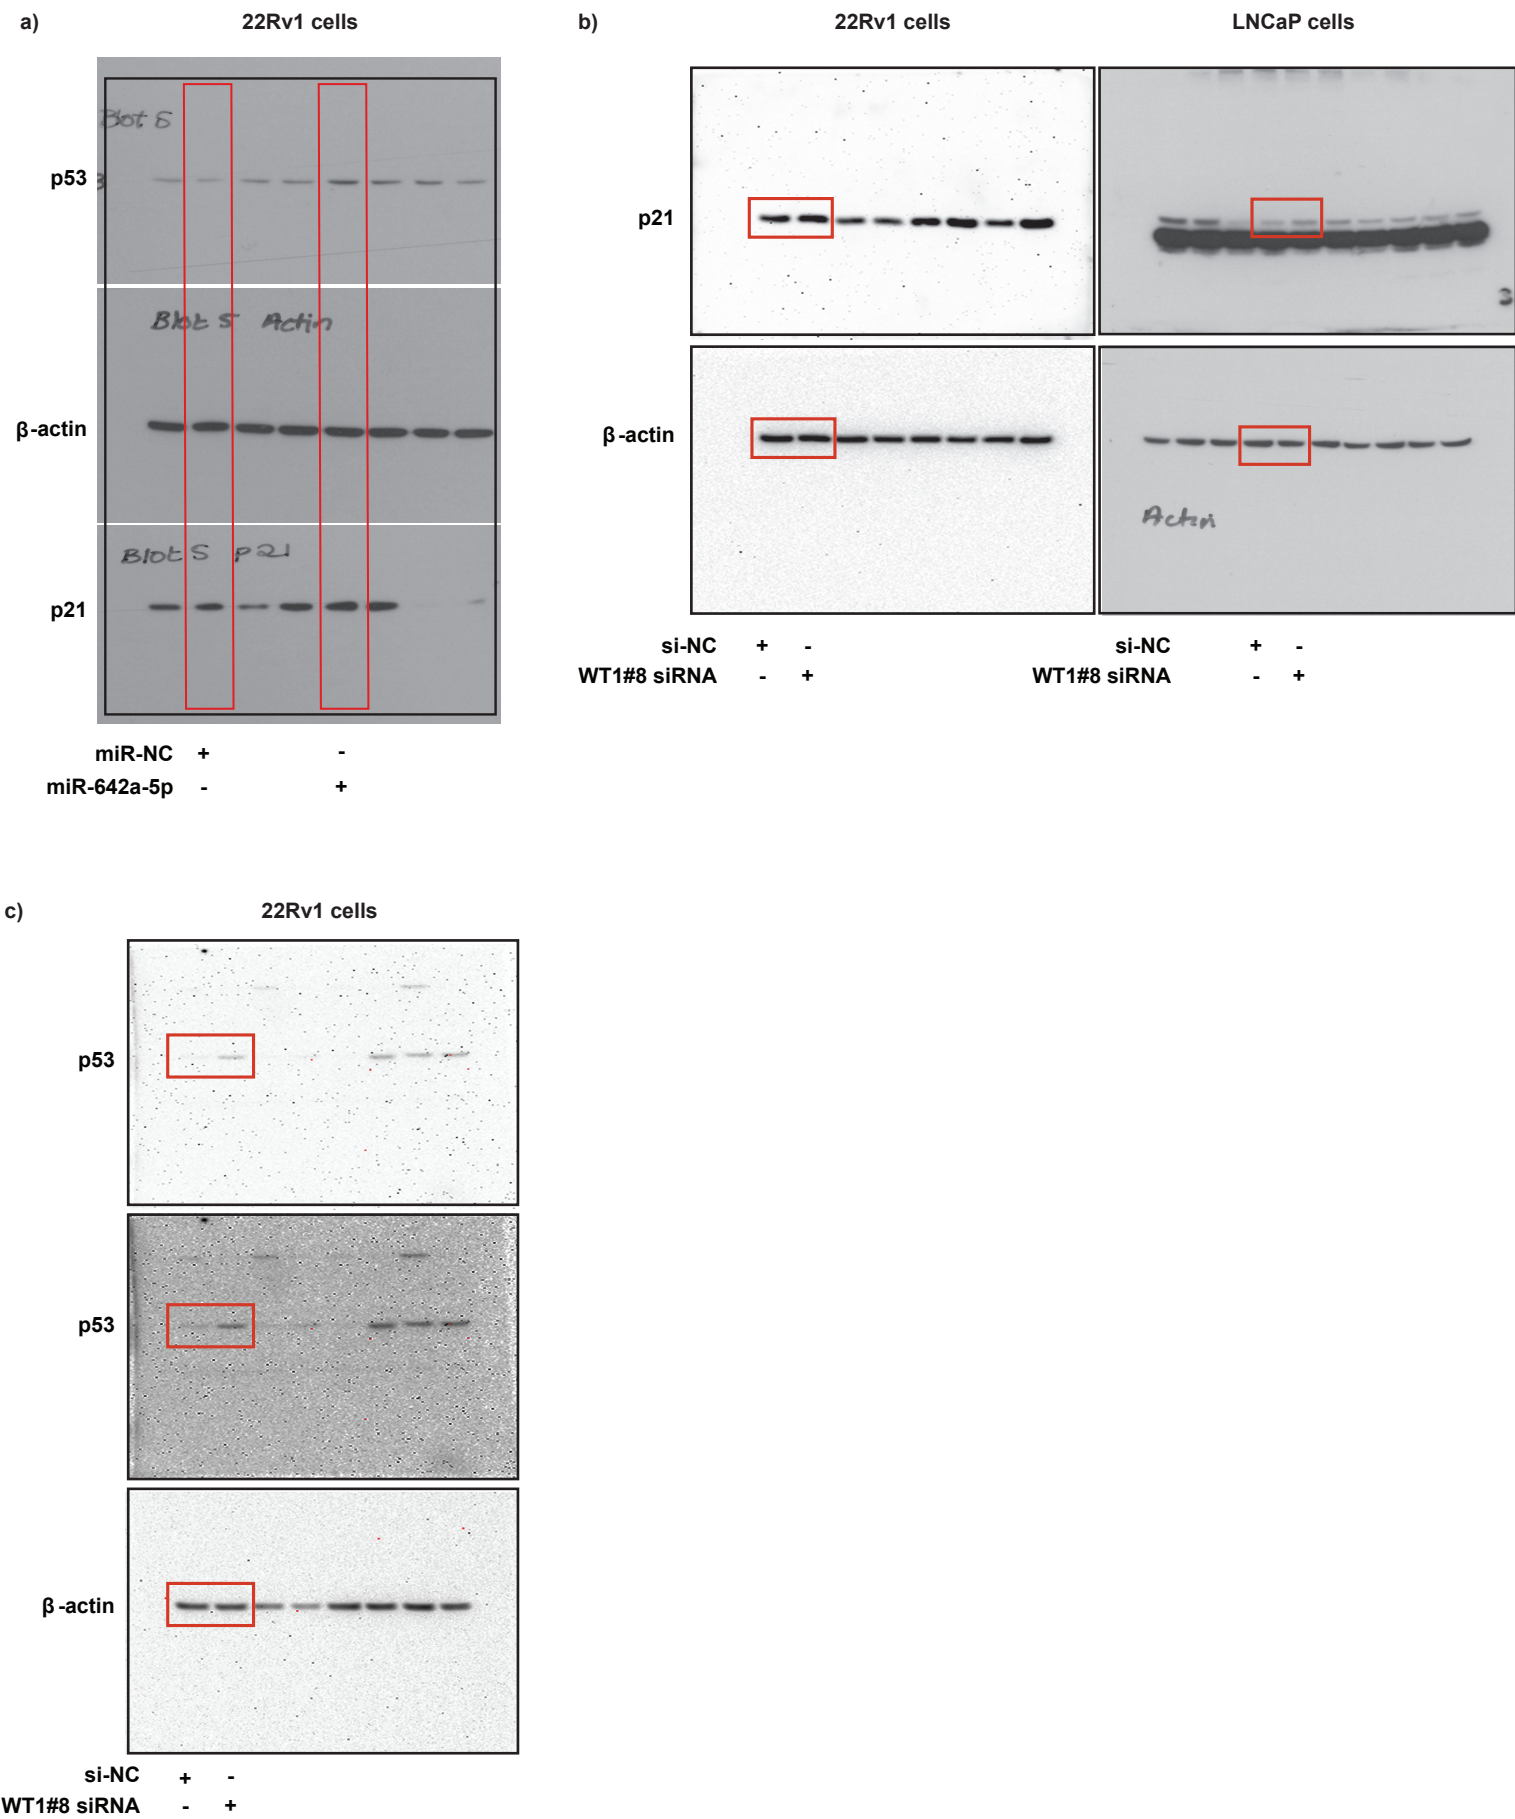

Supplementary Figure 2

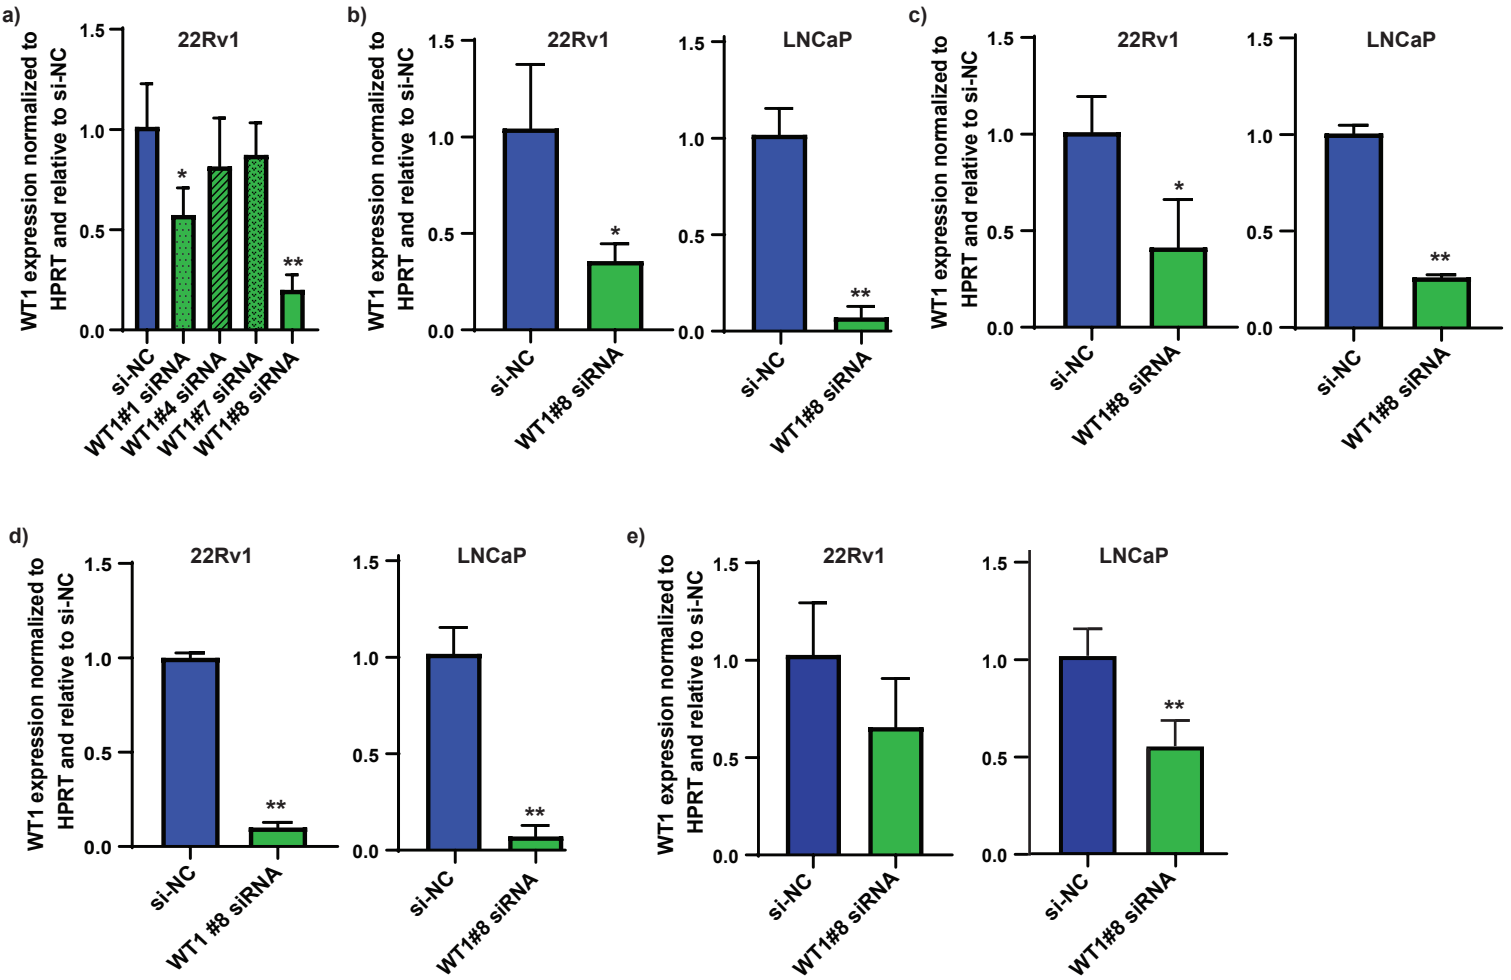

**Supplementary Table S1.**

**Supplementary Table S2.**

**Supplementary Table S3.**

**Supplementary Table S4.**

How the deposited data were processed for this re-analysis (not part of the article)

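RNA-Seq was analysed for 6 libraries of 22Rv1 cells, 3 transfected with miR-NC and 3 with miR-642a-5p at 30 nM for 24 h. The sample labels give each library's treatment and replicate letter, and the paper's methods give dose and time. No library was left out. The authors demultiplexed the reads with bcl2fastq 2.18.0.12, mapped them to hg19 with TopHat2 2.0.14, counted reads per gene with featureCounts 1.4.6-p5 and compared the groups with edgeR. The annotation, the strand setting and the treatment of reads with several positions were not found in the records used here.

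The deposited table holds 56269 gene symbols, of which 2 share a symbol, with whole counts for each library. Its description speaks of normalized counts, but all values are whole numbers and column totals differ, so they were treated as raw counts. The plan written before the data were examined named limma on log2 values for normalized data and edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) for counts, and the second was used. Column totals were 3801861 to 5301708, TMM factors were 0.9952 to 1.008, and 21574 to 22775 genes had at least 1 read. The 10 most abundant genes took 6.38% to 7.1% of the counts, and mitochondrially encoded genes 0.437% to 0.608%.

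Genes with a mean of at least 0.5 CPM over the 6 libraries (17936) were tested. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The biological coefficient of variation was 4.99%. p values were adjusted by the Benjamini-Hochberg method, and the study's thresholds (log2 fold change of at least 0.5 in size, p under 0.05) were applied with the unadjusted p, since the paper's text names no adjustment. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The test was tried on simulated data made from these libraries. edgeR's quasi-likelihood test recovered 10.2%, 40.8%, 71.7% and 95.7% of genes with log2 changes of 0.25, 0.5, 1 and 2, and 7.21% of its calls were genes left unchanged.

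Symbols were matched to GENCODE v29 on GRCh38 by name, older symbol or RefSeq synonym, which placed 15297 of the genes tested (85.3%). Sites for miR-642a-5p were exact 7- and 8-nucleotide matches to its seed in the longest annotated 3′UTR of each gene. TargetScan and Ingenuity Pathway Analysis could not be rerun. In their place 22 gene lists were fixed from general knowledge: DNA replication (the KEGG pathway), S phase, G2/M, cyclins and their kinases and inhibitors, replication-dependent histones, apoptosis regulators, interferon response, hypusination of eIF5A, IGF axis, cholesterol synthesis, unfolded protein response, microRNA machinery, neuroendocrine, basal, stromal and leukocyte markers, small nuclear and nucleolar RNA genes (with the RN7SK and RN7SL genes), mitochondrially encoded genes, cytosolic ribosomal protein genes and 3 further lists that, like some single genes, are not reported here. Of the 22 lists, 21 had at least 3 genes tested and were compared by camera with a preset correlation of 0.01, and also by camera with an estimated correlation, fry and pre-ranked GSEA with 10000 permutations.

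Genes named in the text were chosen by a rule: those the paper names from the RNA-Seq, with CDKN1A; the 12 largest decreases and the 12 largest increases among genes called with a mean of at least 5 CPM and groups that do not overlap; up to 4 members of each list with the smallest p; the genes with the most sites in Supplementary Tables S3 and S4; and the pseudogenes of Supplementary Table S1 whose parent gene is in the same table. For the last 2 kinds the values in the paper's tables had been seen. This rule, the main tests, the gene lists and most alternatives were fixed before the data were examined. The alternatives changed the pseudocount (0.1 or 1, under limma), the filter (none, or 5 CPM), the scaling (median of ratios, quantiles), the variance model (limma without trend, robust limma), the test (DESeq2), a replicate block, a GC content and length correction with that block, the definition of sites and of the 3′UTR, and the omission of each library in turn. limma with a pseudocount of 0.25 and edgeR's exact test were added after the data were seen.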

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

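Of the tests in this part, those of 3′UTR length, GC content and dinucleotide composition, of words in separate parts of the genes, of endogenous microRNA families, and of pseudogenes without a site were chosen only after the result was seen.

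The paper's text does not discuss the following signals as groups, although 5 small nucleolar RNA genes, SNORA80B and SNORA71D among them, are in its Supplementary Table S1. Of the 755 genes called by edgeR, 561 had a log2 fold change under 0.5 in size, below the study's threshold. Cytosolic ribosomal protein genes were slightly lower with miR-642a-5p, with a median log2 fold change of -0.0428 over 77 genes (camera, adjusted p = 0.0351, and 0.398 with an estimated correlation); RPS15A (-0.35) and RPS29 (-0.33) were the 2 members called. That call ended without miR-NC replicate A (adjusted p = 0.109), miR-NC replicate C (0.0624) or miR-642a-5p replicate A (0.0616), and over genes with a mean of at least 5 CPM (0.103), under quantile normalization (median -0.0237, adjusted p = 0.14) and in the GC content and length correction (-0.0237, 0.107), and in pre-ranked GSEA (0.56). The ribosomal list passed fry, downward (adjusted p = 0.0322). RPS15A was no longer called without miR-NC replicate A (adjusted p = 0.0558), miR-NC replicate C (0.0724) or miR-642a-5p replicate B (0.109), nor RPS29 without miR-NC replicate C (0.183) or miR-642a-5p replicate B (0.136). The list of small nuclear and nucleolar RNA genes was taken by the start of the symbol, and pseudogenes were not excluded. It also takes in the RN7SK and RN7SL genes of other small RNAs. The list had a median of -0.16 over 175 genes (camera, adjusted p = 0.0351, and 0.434 with an estimated correlation), with SNORA80B (-0.94), SNORA71D (-0.83), RN7SL1 (-0.29) and RN7SL2 (-0.26) called lower. This median was -0.0414 without miR-NC replicate A (adjusted p = 0.19), -0.0419 without miR-642a-5p replicate C (0.282) and 0.014 with no low-value filter (0.299), but -0.271 without miR-642a-5p replicate A (0.000265), -0.26 without miR-NC replicate C (0.00176) and -0.262 over genes with a mean of at least 5 CPM (0.000121). The list also passed pre-ranked GSEA (0.00515), and the call also ended with DESeq2 (0.0813), with fry (0.345) and in the GC content and length correction (median -0.0369, adjusted p = 0.275). Quantile normalization gives genes of equal rank equal values and set RN7SL1, among the most abundant genes, to 0, and RN7SL2 was at -0.051 (adjusted p = 0.413). Both lost their calls with robust limma (adjusted p = 0.288 and 0.373) and DESeq2 (0.0592 and 0.159). DESeq2 gave SNORA80B and SNORA71D no adjusted p, and SNORA71D was no longer called without miR-NC replicate A (adjusted p = 0.0705) or C (0.109).

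Genes that rose with miR-642a-5p were rich in a pair of 3′UTR words, GATACG and GATACT, found by scanning 4096 hexamers and 15970 heptamers. Of 363 genes with a 3′UTR called higher, 250 (68.9%) held either word, against 3275 of the genes not called (27.3%) and 123 of 348 genes called lower (35.3%). Each set was tested against all other genes with a 3′UTR. The odds ratio was 5.83 for genes called higher (Fisher's exact test, p = 3.56e-58) and 1.37 for genes called lower (same test, p = 0.00677). The share called higher went from 1.25% of 9061 genes with none to 5.32% with 1, 8.49% with 2 and 13.6% of 398 genes with 3 or more words. Of the 12 genes with the largest increases, SNRPC holds 1, DENND6A 2, ITGB8 3, CREBRF 4, MFAP3L 6 and KLRD1 8, while CRLF3, ZMYND10, COMMD10, CELSR2 and NPTX1 hold 0 and ZNF788 had no 3′UTR to search. Of the 218 genes of Supplementary Table S2 with a 3′UTR, 109 (50%) hold either word, against 36 of 112 (32.1%) in Supplementary Table S1. These p values come from words picked on the same data. In simulated data, with fold changes shuffled across genes and 0.05 added for genes with a planted word, the scan ranked 20 of 20 planted words first. This measured sensitivity alone, since shuffling removes any link of fold change with 3′UTR length and composition. It does not bear on whether the words found in the real data are false.

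Length, GC content and dinucleotide composition of the 3′UTR are argued against as the whole cause, since the difference in mean log2 fold change was 0.0302 before and 0.0505 after adjustment for length and GC content, and the coefficient of either word was 0.0682 in a model with both and 0.0657 with the dinucleotide frequencies as well (SE 0.006 each, with genes taken as independent). Release of endogenous microRNA targets cannot be told apart from the other explanations, since the largest difference among 17 families taken from general knowledge was 0.0176 (the miR-200b family), against a median of 0.0498 for the 15 heptamers that hold a word, but the abundance of these families in 22Rv1 cells was not measured. An action that reads the word on the RNA strand of the 3′UTR, as a small RNA's seed would, is consistent with the values in genes not used to pick the words (6355 and 6354 genes in turn, with GATACG and GATACT picked both times), where the difference was 0.0703 and 0.0558 with a word in the 3′UTR only, 0.0211 and 0.00896 with it in the coding sequence only (mean 0.015), and 0.00117 and -0.00509 for the reverse complements. A candidate explanation is that the miR-NC molecule lowers such genes in the control libraries, but this and a rise with miR-642a-5p cannot be told apart, because 0 libraries of untransfected cells are in the data and the sequence of miR-NC is not in the records used here. If it were so, part of the genes that appear higher with miR-642a-5p would be genes lowered in the control, which RNA-Seq of untransfected cells, or of cells with a control of another sequence, would test.

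Most pseudogenes of called parents had a log2 fold change of the parent's sign. This held for 84 of 103 pseudogenes whose parent was called (81.6%), against 57.9% of 1170 whose parent was not called. These are counts of signs, not of called pseudogenes, and no test compared the shares. BZW1P1 (-0.71, adjusted p = 0.00153, edgeR) and BZW1P2 (-0.64, adjusted p = 8.68e-05) were lower with BZW1 (-0.53). Of the 50-nucleotide stretches of BZW1P2, 99.6% are identical to BZW1, so its reads are hard to tell from those of the parent. CASC4P1 (-0.75, adjusted p = 0.0294) was lower with CASC4 (-0.63), though CASC4P1 was no longer called without any 1 library (adjusted p 0.0571 to 0.0965). NECAP1P1 (-0.92, adjusted p = 0.0983) did not pass, beside NECAP1 at -0.67. The identical share was 0.924% for BZW1P1, 8.87% for CASC4P1 and 3.07% for NECAP1P1. Sites for miR-642a-5p kept in the pseudogenes are argued against as the whole cause: under lower parents with a site, the 39 pseudogenes holding none had a median of -0.36 (35 negative, sign test, p = 3.35e-07) and the 28 holding one had -0.21, a difference of 0.149 (permutation test, p = 0.327). Reads shared with the parent stay open and cannot be told apart from a change of the pseudogenes' own transcripts, since 74 of 92 pseudogenes with a 50-nucleotide stretch identical to the parent (80.4%) and 10 of 11 without one (90.9%) followed it (Fisher's exact test, p = 0.684), and shorter or near-identical stretches were not examined. Pseudogenes of one parent are not independent, which these p values ignore.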

How the results depend on the processing

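Among the alternatives reported here, limma with a pseudocount of 0.25 and edgeR's exact test were chosen only after the result was seen.

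Depth limits genes such as WT1 and GPS2, at 8 to 24 reads per library. The 3 libraries against 3 allow 10 splits, too few for a share under 0.05. The real split gave 378 genes lower and 377 higher (highest other split 2 and 2), 266 and 338 at the study's thresholds (197 and 197), 79 genes of Supplementary Table S1 and 110 of Supplementary Table S2 (1 and 0), 77 named genes (0), a difference in median for seed sites of 0.05 in size (0.0283), 69% of lower genes with a site (0), 0.0807 in size for DNA replication (0.0563) and 0.0505 for the 3′UTR words (0.0197); 1 split, the real one, was as large in each. The genes of both tables, part of the named genes and the words were chosen on the real split, and the other splits called too few genes for a share with a site, so for these the splits say nothing. For the cell cycle lists the values were 0 and 1 (10 splits as large), and for the other lists 2 and 2 (3 splits).

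Over the named genes and all alternatives, 2001 values kept their direction and side of the threshold, 189 lost and 53 gained a call, and 7 changed sign. In the values below the cause was not tested. The number of cell cycle lists past camera went from 0 to 1 (G2/M) with limma with trend at pseudocounts of 0.25, 0.1 and 1, no filter, quantile normalization, robust limma and DESeq2. With a mean of at least 5 CPM, where fewer genes are tested, 136 genes were lower and 168 higher at the study's thresholds, and 1 other list passed in place of 2, as under quantile normalization. limma without trend called 0 genes lower or higher, 0 of Supplementary Tables S1 and S2 and 0 named genes, with 347 lower and 403 higher at the study's thresholds; at an adjusted p under 0.05 DESeq2 called 253 and 216, and edgeR 378 and 377. DESeq2 gave 141 and 164 at the study's thresholds and 67 genes of Supplementary Table S2, and its 253 and 216 calls were all among edgeR's. fry passed 5 other lists, pre-ranked GSEA 1 and camera with an estimated correlation 0; DNA replication was at -1.37 (GSEA, adjusted p = 0.536) and -0.0807 (estimated correlation, adjusted p = 0.398). Leaving out each library in turn gave 230 to 456 genes lower, 208 to 439 higher, 0 to 1 cell cycle lists, 1 to 3 other lists and a DNA replication median of -0.109 to -0.0829. Signs turned for FN1 (0.00285) under quantile normalization, and with 1 library left out for KRT15 (-0.333 to 0.129, positive without either replicate B), LAMB3 (-0.265 to 0.116, positive without miR-NC replicate B or miR-642a-5p replicate A or C) and TAGLN (-0.197 to 0.00873, positive without miR-NC replicate C).

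The replicate letters were not taken as pairs, since deviations correlated at 0.22, 0.031 and 0.29 between libraries of the same letter (8475 genes), though each library correlated best with its own letter, a hint from the data and not from the design. With a replicate block, 610 genes were lower and 622 higher, with 1 cell cycle list (G2/M) and 4 other lists, the unfolded protein and mitochondrially encoded lists among them; with GC content and length correction as well, 645 and 614, with 2 cell cycle lists.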

Differences from the paper's values

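The comparison with edgeR's exact test in this part was chosen only after the result was seen.

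The paper reports 176 genes downregulated at its thresholds, and 266 were found here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with limma and a pseudocount of 1 (256), a mean of at least 5 CPM (136), the replicate block with GC content and length correction (249), DESeq2 (141), and without miR-NC replicate A (253) or B (264). It was not with a pseudocount of 0.1 (274), no filter (346), median-of-ratios scaling (270), quantile normalization (297), the replicate block (267), limma without trend (347), robust limma (275), and without miR-NC replicate C (292) or miR-642a-5p replicate A (330), B (272) or C (346). edgeR's exact test, chosen after seeing the values, gave 252 and dropped 10 of the 176 genes of Supplementary Table S1, as many as the main test.

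For WT1 the paper gives 3 seed sites in a 3′UTR of 5146 bp, and 1 site in 1283 nucleotides was found in GENCODE v29. Sequence past the annotated end was not searched, so these site counts cover different lengths. No alternative applies to this annotation. For DNA replication the paper shows a false discovery rate of about 0.08 in Fig. 2b, read by eye, and pre-ranked GSEA here gave an adjusted p of 0.536 over 21 lists (p = 0.0765). The paper does not state over how many gene sets its rate was taken. Its results describe GSEA of the differentially expressed genes, while all genes tested were ranked here. The members of the pathway were written here from general knowledge. The 0.08 and the 0.536 are therefore not values of the same analysis. The paper calls this pathway significantly depleted. It was lower here by camera with a preset correlation (adjusted p = 0.0168) and by fry (0.0341), and not by GSEA or with an estimated correlation.

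The paper lists WT1, NUAK1 and GPS2 as significantly changed at its thresholds. It also measured them by RT-qPCR, where WT1 and NUAK1 were lower and GPS2 did not differ significantly. For WT1 it further reports lower activity of a 3′UTR luciferase reporter. Only the RNA-Seq values are compared here. All 3 passed those thresholds here and none passed an adjusted p under 0.05 (0.323, 0.0745 and 0.321). At those thresholds NUAK1 passed with each library left out in turn, WT1 was lost without miR-NC replicate A (-0.515) or B (-0.559) or miR-642a-5p replicate A (-0.451) or B (-0.531) or with DESeq2, and GPS2 without any 1 library except miR-642a-5p replicates A and B (0.43 without miR-642a-5p replicate C) and with DESeq2, quantile normalization, robust limma, limma with trend or edgeR's exact test. GPS2 also failed the study's thresholds under the replicate block, alone (0.701) and with GC content and length correction (0.692). At an adjusted p under 0.05 NUAK1 passed under the replicate block (adjusted p = 0.0335), alone and with GC content and length correction (0.0303).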

Other observations

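Of the tests in this part, those of members of the DNA replication list without a site, of GC content and length, and of variation between libraries were chosen only after the result was seen.

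In the unfolded protein response HSP90B1 (-0.33), MANF (-0.26) and CALR (-0.19) were lower and DDIT4 was higher (0.61) (20 genes, camera, adjusted p = 0.081, and 0.434 with an estimated correlation). At the preset correlation the list passed, downward, under limma with trend (adjusted p = 0.0164 with a pseudocount of 0.1), robust limma (0.0171), DESeq2 (0.00796), no low-value filter (0.0482) and without miR-642a-5p replicate C (0.0133). HSP90B1 was at -0.113 (adjusted p = 0.222) under quantile normalization. In the microRNA machinery TNRC6A (0.39), TNRC6C (0.37) and DICER1 (0.24) were higher (12 genes, camera, adjusted p = 0.169, and 0.41 with an estimated correlation). That list passed fry, upward (adjusted p = 0.0322), and did not pass pre-ranked GSEA (0.927). TNRC6C was no longer called with DESeq2 (adjusted p = 0.077) or without miR-NC replicate A (0.133), miR-NC replicate C (0.171) or miR-642a-5p replicate B (0.142), nor DICER1 without miR-NC replicate B (0.0888), miR-NC replicate C (0.0989) or miR-642a-5p replicate A (0.0519).

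CDKN1A, which encodes p21, did not pass the test at 24 h, with a log2 fold change of -0.16 (SE 0.06, adjusted p = 0.199 from edgeR's quasi-likelihood test). Of 27 genes of the interferon response DTX3L was higher (0.69; camera for the list, adjusted p = 0.169), of 24 genes of cholesterol synthesis MSMO1 was higher (0.26) and STARD4 lower (-0.32; adjusted p = 0.841), of 6 neuroendocrine markers ENO2 was lower (-0.24; adjusted p = 0.081, fry 0.0322 downward, pre-ranked GSEA 0.56), and of 4 basal markers ITGA6 was higher (0.79; adjusted p = 0.214). Among these, STARD4 was no longer called with DESeq2 (adjusted p = 0.0743) or without any 1 library except miR-NC replicate C and miR-642a-5p replicate A (0.0832 to 0.135), ENO2 without miR-NC replicate B (0.0725) or C (0.0722), and ITGA6 without miR-NC replicate C (0.0756). None of 8 stromal markers or 16 mitochondrially encoded genes was called by edgeR (camera, adjusted p = 0.34 and 0.169), and 0 of 12 leukocyte markers had enough reads to be tested. For the hypusination list camera gave an adjusted p of 0.378. The mitochondrially encoded genes had a median of 0.141 and a mean of 0.0156, and passed camera without miR-NC replicate A (adjusted p = 0.000887) or miR-642a-5p replicate C (1.27e-05), both at the preset correlation. Their median was 0.276 and 0.3 in these, but 0.0519 without miR-NC replicate C (adjusted p = 0.914) and 0.0017, with a downward direction by camera, without miR-642a-5p replicate B (0.569). With all libraries their estimated correlation was 0.531, with an adjusted p of 0.715, and fry gave 0.645, and pre-ranked GSEA turned the direction downward (0.712).

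The DNA replication list was lower with no member called, at the preset correlation of camera and not with an estimated correlation (adjusted p = 0.398) or in pre-ranked GSEA (0.536). GC content and length are argued against, since its median was -0.0811 under the replicate block and -0.079 with the correction. Sites for miR-642a-5p in the members are argued against as the whole cause, since the 25 members without a site had a median of -0.11 (21 negative, sign test, p = 0.000911) and the 10 with one had -0.05, a difference of 0.0574 (permutation test, p = 0.213); genes of one pathway move together, which these p values ignore. Variation between libraries that the members share cannot be told apart from an effect of miR-642a-5p, because the gap between the nearest libraries of the groups (0.046) lay between the ranges within miR-NC (0.021) and within miR-642a-5p (0.058). An indirect effect of slower entry into S phase was not tested.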
